# Tristetraprolin expression by keratinocytes protects against skin carcinogenesis

**DOI:** 10.1172/jci.insight.140669

**Published:** 2021-03-08

**Authors:** Assiya Assabban, Ingrid Dubois-Vedrenne, Laurye Van Maele, Rosalba Salcedo, Brittany L. Snyder, Lecong Zhou, Abdulkader Azouz, Bérengère de Toeuf, Gaëlle Lapouge, Caroline La, Maxime Melchior, Muriel Nguyen, Séverine Thomas, Si Fan Wu, Wenqian Hu, Véronique Kruys, Cédric Blanpain, Giorgio Trinchieri, Cyril Gueydan, Perry J. Blackshear, Stanislas Goriely

**Keywords:** Inflammation, Oncology, Cytokines, Mouse models, Skin cancer

## Abstract

Cancer is caused primarily by genomic alterations resulting in deregulation of gene regulatory circuits in key growth, apoptosis, or DNA repair pathways. Multiple genes associated with the initiation and development of tumors are also regulated at the level of mRNA decay, through the recruitment of RNA-binding proteins to AU-rich elements (AREs) located in their 3′-untranslated regions. One of these ARE-binding proteins, tristetraprolin (TTP; encoded by *Zfp36*), is consistently dysregulated in many human malignancies. Herein, using regulated overexpression or conditional ablation in the context of cutaneous chemical carcinogenesis, we show that TTP represents a critical regulator of skin tumorigenesis. We provide evidence that TTP controlled both tumor-associated inflammation and key oncogenic pathways in neoplastic epidermal cells. We identify *Areg* as a direct target of TTP in keratinocytes and show that EGFR signaling potentially contributed to exacerbated tumor formation. Finally, single-cell RNA-Seq analysis indicated that *ZFP36* was downregulated in human malignant keratinocytes. We conclude that TTP expression by epidermal cells played a major role in the control of skin tumorigenesis.

## Introduction

Tumors arise when gene regulatory circuits in key growth, apoptosis, or DNA repair pathways are dysregulated. Oncogenic events, such as mutations in protooncogenes, can radically affect cell physiology through downstream effects on gene expression, for example, by aberrant activation of transcription factors. Gene expression pathways may also be affected by alterations in posttranscriptional mechanisms, i.e., by modulating mRNA stability and/or their translational potential. Up to 10% of mammalian mRNAs harbor AU-rich elements (AREs) in their 3′-untranslated regions, allowing the recruitment of RNA-binding proteins that control their turnover and subcellular localization. One of these ARE-binding proteins is tristetraprolin (TTP; encoded by *ZFP36*). TTP targets these ARE-containing mRNAs for degradation by recruitment of deadenylase complexes. Decreased expression or function of TTP is consistently observed in many human malignancies, and multiple types of evidence now indicate that deregulation of ARE-mediated mRNA decay could represent a cardinal feature of tumor biology (1). For example, in breast tumor cell lines, miR-29a can regulate TTP expression, directly affecting epithelial polarity and metastasis (2). In hepatocellular carcinoma cell lines, hypermethylation of the *Zfp36* promoter favors tumor growth (3), whereas in glioma cell lines, hyperphosphorylated forms of TTP predominate, increasing VEGF and IL8 mRNA stability (4). Interestingly, *ZFP36* polymorphisms are associated with poor prognosis in patients with breast cancer (5). Myc oncoprotein directly suppresses TTP expression, leading to aberrant overexpression of ARE-containing mRNAs (6). Furthermore, oncogenic Ras signaling was shown to modulate TTP activity, leading to increased PD-L1 expression, indicating that this pathway may negatively affect antitumoral immune responses (7).

Importantly, TTP plays a major role in the control of inflammation, which represents a cardinal feature of tumor development. In macrophages and DCs, TTP controls the production of key inflammatory cytokines, such as TNF, IL-1β, IL-6, and IL-23 (8–10). Furthermore, in keratinocytes, TTP contributes to skin immune homeostasis by regulating TNF production (11). In line with these observations, TTP‑deficient mice spontaneously develop a complex TNF-dependent and IL-23–dependent inflammatory syndrome characterized by cachexia, progressive dermatitis, arthritis, and myeloid hyperplasia (9, 12). Herein, using a knockin model of regulated TTP overexpression (13) and a conditional TTP-deficient model (11) in the context of cutaneous chemical carcinogenesis, we show that TTP represents a critical regulator of skin tumorigenesis. We further provide evidence that TTP controls both tumor-associated inflammation and key oncogenic pathways in neoplastic epidermal cells.

## Results

### Regulated overexpression of endogenous TTP protected mice from cutaneous chemical carcinogenesis.

Multiple lines of evidence support a major role for dysregulation of mRNA decay in cancer. However, most of the direct evidence for a role of TTP in cancer biology stems from studies using in vitro or transplantable tumor cell lines. It is clear that these models do not recapitulate the complex interactions between tumor, stromal, and immune cells. To explore the role of TTP in early phases of tumor development, we used the classic 2-step skin chemical carcinogenesis model in *Zfp36*^ΔARE^ mice. In these mice, a 136-base instability motif in the 3′-UTR of TTP mRNA was deleted in the endogenous genetic locus, leading to enhanced, systemic TTP protein expression and decreased susceptibility to several models of inflammatory disease (13). 

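In the mm10 (GRCm38) genome, the gene that encodes TTP, *Zfp36*, lies on chromosome 7 from 28376784 to 28380253 on the minus strand and has 2 exons. Its annotated 3′-UTR spans 28376784 to 28377560, within the last exon, and is 777 bases long from the first base of the stop codon. It holds 3 ATTTA pentamers, the core of the AU-rich elements that TTP binds. All of them lie in the stretch from 28376936 to 28376984, which is bases 577 to 625 of the 3′-UTR and reads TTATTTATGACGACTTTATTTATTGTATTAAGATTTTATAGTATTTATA in the reference, written on the strand of the gene. Which bases of this 3′-UTR the deletion removed was not analysed here.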

Consistent with previous reports (14), upon treatment with 7,12-dimethylbenz[a]anthracene (DMBA) followed by biweekly 12-0-tetradecanoylphorbol-13-acetate (TPA) application over the course of 10–18 weeks, all control mice developed multiple papillomas (Figure 1A). The tumor burden was strikingly reduced and delayed in the *Zfp36*^ΔARE^ mice, with half of the animals remaining tumor free after 20 weeks of treatment.

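Whole-thickness back skin that had received DMBA and TPA but held no tumor was sequenced from 5 WT and 5 *Zfp36* ΔARE mice, 1 library per mouse. DMBA is the mutagen that initiates the lesions, given here at 400 nmol, and TPA is the phorbol ester that promotes them, given at 10 nmol per application for up to 20 weeks. The authors removed reads of low mean quality, aligned the rest to mm10 with STAR, counted fragments per gene with featureCounts, and deposited these counts without normalization for 24454 genes. Total counts per library ranged from 21638400 to 32583217 in WT (median 27075983) and from 19595035 to 36419573 in *Zfp36* ΔARE skin (median 25929344), so the groups overlapped in depth. Counts were scaled by edgeR's TMM method, and 15544 genes passed its filter on low counts and were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The median biological coefficient of variation was 14.9%. The first principal component held 66% of the variance and separated the groups, with WT replicates 1 and 3 farthest from the *Zfp36* ΔARE libraries.
The libraries also differed in transcripts that mark the sex of an animal. *Xist*, on chromosome X, had between 14829 and 28087 counts in the 5 WT libraries and in *Zfp36* ΔARE replicate 1. In *Zfp36* ΔARE replicates 2 to 5 it had between 4 and 15 counts. The summed counts of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were between 3349 and 4262 in those 4 libraries and at most 1 in each of the other 6. The libraries with Y-linked counts are therefore all *Zfp36* ΔARE, and the libraries without them include only 1 *Zfp36* ΔARE mouse, too few for a comparison of genotypes within either kind, so these marks and the genotype cannot be fully told apart.

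**Figure D1:**
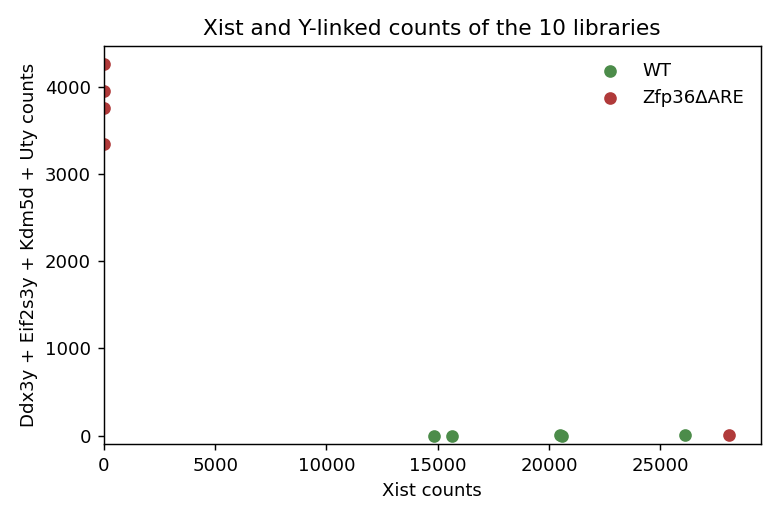
*Xist* counts (x axis) against the summed counts of 4 Y-linked genes (y axis), 1 point per library, for WT (green) and *Zfp36* ΔARE (red). The 4 *Zfp36* ΔARE libraries with 3349 to 4262 Y-linked counts sit at the left edge, and *Zfp36* ΔARE replicate 1 sits with the 5 WT libraries.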

Upon termination of the experiment, we performed RNA-Seq on treated whole skin adjacent to papillomas (adjacent skin) from both groups. 

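With a fold change greater than 2 and an adjusted p below 0.05 from edgeR's quasi-likelihood test, 1292 of the 15544 tested genes differed between the groups, 260 higher and 1032 lower in *Zfp36* ΔARE skin. Without the condition on fold change, 5335 genes passed, 2373 higher and 2962 lower. The 5 values of one group all lay beyond the 5 of the other in 856 of the 1292 genes. Over all tested genes this was so for 23.1%, where chance alone gives 0.794%. Among the called genes set apart in this way with a mean normalized count of at least 50, the largest increases were in *Krtap19-1* (log2 fold change 4.06, standard error 1.08), *Krtap19-4*, *Krtap19-2*, *Gm11937* and *Krtap5-1*. Of these, all but *Gm11937* are by their symbols keratin-associated proteins of multigene families, whose values are uncertain where reads match several members. The largest decreases were in *Cyp2g1* (log2 fold change -3.33, standard error 1.16), *Gm2083*, *Akr1c14*, *Serpinb6d* and *Naip2*. *Cyp2g1* and *Akr1c14* were also lower in the 4 libraries with Y-linked counts than in *Zfp36* ΔARE replicate 1, where *Cyp2g1* had 2493 normalized counts against 48.8 to 84.6 in the other 4. The alternative that moved the count most was a test against a fold change of 2 itself (edgeR's glmTreat), which called 0 genes, with 577 at an unadjusted p below 0.05 and a smallest adjusted p of 0.0708. Leaving out WT replicate 3 gave 839 genes, 612 of them lower.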

We observed 1144 statistically differentially expressed genes (DEGs; 232 and 912 upregulated and downregulated genes in *Zfp36*^ΔARE^ mice, respectively, with a fold change greater than 2 and FDR less than 0.05) (Figure 1B). 

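*Zfp36* (Entrez 22695) had 2152 ± 277 normalized counts in WT skin (SD, n = 5 mice) and 5427 ± 766 in *Zfp36* ΔARE skin (SD, n = 5). The log2 fold change was 1.33 (standard error 0.12, adjusted p = 0.0019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 2.52-fold. The deleted bases of the 3′-UTR give no sequence in *Zfp36* ΔARE libraries, so this ratio may be an underestimate, and no correction was made. Each *Zfp36* ΔARE library, from 4196 to 6134 normalized counts, lay above each WT library, from 1824 to 2496 (exact two-sided permutation test, p = 0.0079, the smallest that 5 mice against 5 allow). The *Zfp36* ΔARE mouse without Y-linked counts had 5781. With each library left out in turn, the log2 fold change stayed between 1.28 and 1.41.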

As expected, *Zfp36* mRNA expression was increased by approximately 3-fold in the skin of *Zfp36*^ΔARE^ mice (Figure 1C). Furthermore, expression of its paralogs, *Zfp36l1* and *Zfp36l2*, was largely equivalent in both groups, whereas the placenta- and yolk sac–specific paralog *Zfp36l3* was undetectable. 

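*Zfp36l1* (chromosome 12, 80107754 to 80113013) had 4279 ± 261 normalized counts in WT and 4351 ± 294 in *Zfp36* ΔARE skin (SD, n = 5 each), a log2 fold change of 0.02 (standard error 0.066, adjusted p = 0.79 from edgeR's quasi-likelihood test). This difference was smaller than the spread between mice. *Zfp36l2* (chromosome 17, 84183931 to 84187947) had 3118 ± 194 and 2654 ± 319 normalized counts, a log2 fold change of -0.23 (standard error 0.085, adjusted p = 0.056). With DESeq2 in place of edgeR its adjusted p was 0.034 at a log2 fold change of -0.23. *Zfp36l3*, on chromosome X, had 10 counts summed over the 10 libraries and at most 4 in any of them, too few to be tested.

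**Figure D2:**
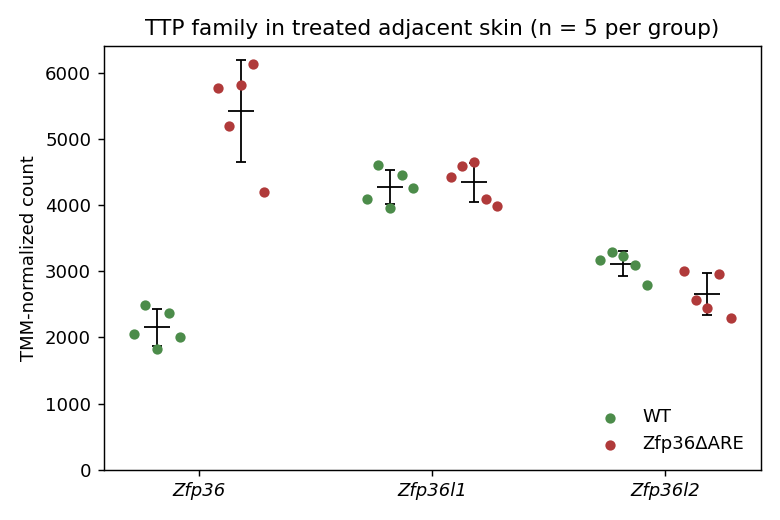
TMM-normalized counts (y axis) of *Zfp36*, *Zfp36l1* and *Zfp36l2* (x axis), 1 point per mouse, for WT (green) and *Zfp36* ΔARE (red), with the mean and SD of each group in black. Only for *Zfp36* of these 3 genes do the groups not overlap.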

We observed a strong enrichment for innate immunity, myeloid cells, and inflammation-related pathways among genes that were downregulated in the *Zfp36*^ΔARE^ samples, indicating that TTP overexpression restricts inflammation in these chronically stimulated skin samples (Figure 1D). This is consistent with previous results showing that *Zfp36*^ΔARE^ mice are protected from imiquimod-induced dermatitis (13). In addition to known TTP targets (e.g., *Cxcl2* or *Il23a*), many genes expressed by myeloid cells (*Cd163, Cd14, Fcer1g, Csfr1, Tlrs*) were found to be decreased, suggesting decreased recruitment and activation of innate immune cells (Figure 1E). 

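No pathway database was used here. Instead, 27 gene lists, written from the study's figures, from gene-family symbols and from cell markers, were tested with camera at a preset correlation between genes of 0.01, and 20 passed an adjusted p of 0.05, 14 lower and 6 higher in *Zfp36* ΔARE skin. Of the 20, 19 also passed with fry, and 0 passed when camera estimated the correlation between genes from these libraries. Lower in *Zfp36* ΔARE skin were the macrophage markers, with a median log2 fold change of -1.30 over 14 genes (camera adjusted p = 1.1e-12, fry adjusted p = 0.005), the Toll-like receptors (-1.07 over 12 genes, camera adjusted p = 4.3e-08) and the chemokine ligands (-0.69 over 31 tested genes, camera adjusted p = 0.00037). The mean log2 score of the macrophage markers was 6.29 ± 0.40 in WT and 5.10 ± 0.27 in *Zfp36* ΔARE libraries (SD, n = 5 each), without overlap (exact two-sided permutation test, p = 0.0079, the smallest possible). T cell markers did not differ, with a median log2 fold change of -0.0083 over 9 genes (camera adjusted p = 0.997), and neither did neutrophil markers (0.22 over 10 genes, camera adjusted p = 0.68). Other lists fell as well, among them skeletal muscle markers (-1.49 over 14 genes) and adipocyte markers (-1.07 over 10 genes). Higher in *Zfp36* ΔARE skin were the keratins (1.25 over 49 genes), the keratin-associated proteins (2.17 over 50 genes) and the melanin synthesis genes (1.34 over 16 genes). Hair shaft markers rose by 1.85 while basal keratinocyte markers did not differ (-0.14). The hair shaft score was 3.36 and 5.80 in WT replicates 3 and 1, and between 7.76 and 9.86 in the other 8 libraries. The 4 *Zfp36* ΔARE libraries with Y-linked counts and the single one without them had macrophage scores of 4.80 to 5.43 and 5.05. From the enrichment of innate immunity, myeloid and inflammation-related pathways among the genes lower in *Zfp36* ΔARE skin, the paper concludes that overexpression of TTP restricts inflammation in chronically stimulated skin.

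**Figure D3:**
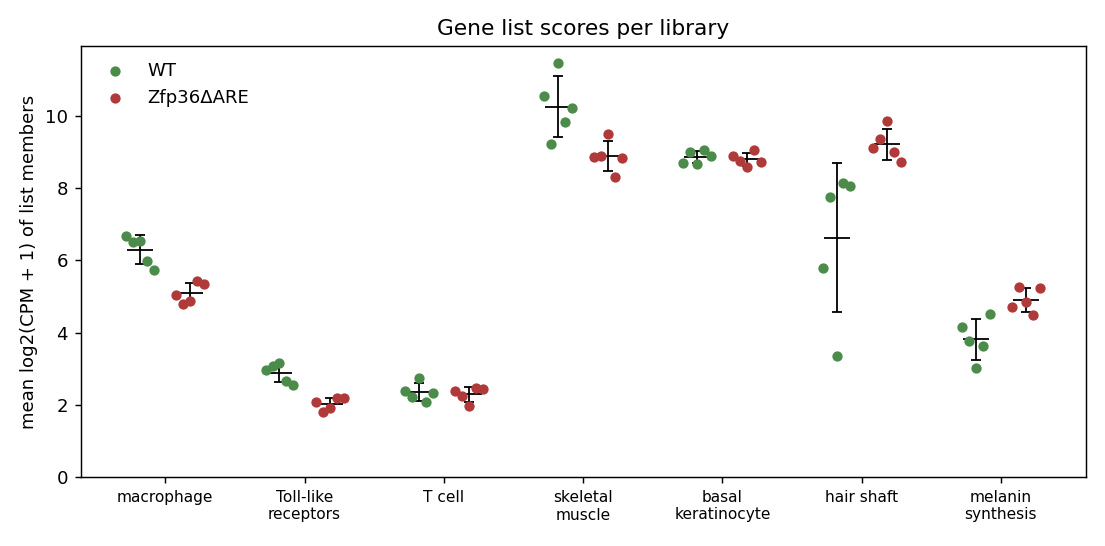
Mean log2(CPM + 1) of the members of 7 gene lists (y axis), 1 point per library, for WT (green) and *Zfp36* ΔARE (red), with the mean and SD of each group in black. Macrophage and Toll-like receptor scores are lower in each *Zfp36* ΔARE library than in each WT library, T cell scores overlap, and 2 WT libraries have hair shaft scores of 3.36 and 5.80.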

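*Cxcl2* (chromosome 5, 90903871 to 90905938), whose annotated 3′-UTR of 737 bases holds 11 ATTTA pentamers, had 38.4 ± 15.0 normalized counts in WT and 6.63 ± 8.60 in *Zfp36* ΔARE skin (SD, n = 5 each), a log2 fold change of -2.70 (standard error 0.72, adjusted p = 0.019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rested on few fragments, between 0 and 15 in the *Zfp36* ΔARE libraries. *Il23a* (chromosome 10, 128296139 to 128298752; 6 pentamers in 660 bases) fell from 22.9 ± 6.80 to 9.51 ± 2.77 normalized counts, a log2 fold change of -1.24 (standard error 0.28, adjusted p = 0.012). The genes of myeloid cells had more counts. *Csf1r* was at 4715 ± 1325 normalized counts in WT and 1663 ± 408 in *Zfp36* ΔARE skin, *Cd163* at 2840 ± 1034 and 1140 ± 182, *Fcer1g* at 1111 ± 255 and 449 ± 117, and *Cd14* at 310 ± 93.3 and 97.6 ± 24.2. Their log2 fold changes were -1.50, -1.32, -1.31 and -1.68, with adjusted p between 0.0042 and 0.0072 from the same test. Of the 12 Toll-like receptor genes, 11 were lower and 7 passed both thresholds, and *Tlr12* was not lower (log2 fold change 0.13, adjusted p = 0.75). All 19 genes of Figure 1E passed, both over all genes tested and adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Their log2 fold changes ran from -3.38 to -1.12, and in 17 of them the groups did not overlap. The single *Zfp36* ΔARE library without Y-linked counts was below each WT library in 19 of 19. With each library left out in turn, between 17 and 19 of the genes passed, 17 without WT replicate 3. With only genes of at least 10 counts in every library kept, 14 were called, and the others were not tested. With the replicate number as a block in the fit, 17 passed. *Cxcl2* (adjusted p = 0.059) and *Il23a* (adjusted p = 0.053) did not pass in that fit.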

Taken together, these data indicate that increased systemic TTP expression from its endogenous locus protects mice from inflammation-induced skin carcinogenesis.

### Expression of TTP by epidermal cells rather than myeloid cells played a major role in the control of skin carcinogenesis.

To define in which cell types TTP was active in preventing skin carcinogenesis, we then assessed TTP protein expression in cells isolated from the skin after short-term treatment with TPA. Unfortunately, most available anti-TTP antibodies cannot be reliably used for FACS staining. To circumvent this technical problem, we used a *Zfp36-V5* epitope–tagged knockin mouse generated by CRISPR/Cas9-mediated genome editing (15). We observed consistent TTP-V5 staining in myeloid cells from acetone-treated mice that was further increased upon TPA treatment. The highest expression levels were observed in macrophages and DC subsets. In parallel, we assessed TTP-V5 expression in keratinocytes. We detected low levels after acetone treatment, but markedly increased expression after TPA treatment, reaching levels comparable with those observed in macrophages or DCs from TPA-treated skin (Figure 2A). Based on this result, we decided to evaluate the contribution of TTP expressed in these different cell types. For this purpose, we deleted *Zfp36* in myeloid cells (LysMCre-*Zfp36^fl/fl^*; *Zfp36*^ΔM^** mice, targeting macrophages, neutrophils, and monocytes), DCs (CD11cCre-*Zfp36^fl/fl^;* *Zfp36*^ΔDC^** mice), or epidermal cells (K14Cre-*Zfp36*^fl/fl^; *Zfp36*^ΔEP^** mice) and subjected these mice to DMBA/TPA treatment. We observed a modest increase in tumor burden and size in *Zfp36*^ΔDC^** and *Zfp36*^ΔM^** mice compared with that in control *Zfp36^fl/fl^* mice. In sharp contrast, we found that TTP deletion in epidermal cells (*Zfp36*^ΔEP^** mice) resulted in a dramatic increase in tumorigenesis. Control mice needed at least 8 weeks of TPA treatment for the development of the first papillomas, whereas *Zfp36*^ΔEP^** mice displayed more rapid tumor formation (in less than 4 weeks), with major increases in tumor burden, size, and progression to carcinoma (Figure 2, B and C). In addition, the development of these tumors was accompanied by a gradual recruitment of neutrophils and, to a lesser extent, of IL-17A–producing cells (mostly dermal γδ T cells) in the skin, indicating an essential role of TTP within keratinocytes in the control of inflammation-related carcinogenesis (Figure 2D). This was associated with upregulated expression of genes encoding cytokines (*Tnf* or *Il17f*), chemokines (*Cxcl1*, *Cxcl2*), and antimicrobial peptides (*Lcn2*, *S100a8*, *S100a9*) (Figure 2E). Taken together, these results highlight the key role of TTP within epidermal cells in the control of chronic inflammation and tumorigenesis.

### Heightened tumor development upon epidermal-specific TTP ablation was not driven by dysregulated TNF production.

TNF, whose mRNA is the best-characterized direct target of TTP (8), is involved in tumor promotion and progression in a wide range of genetic, chemically induced, and transplantable mouse models of cancer, including skin carcinogenesis (16). Because we observed dysregulated *Tnf* expression in the skin of DMBA/TPA-treated *Zfp36*^ΔEP^** mice, we generated mice with specific ablations of both TNF and TTP in keratinocytes (K14Cre*Tnf^fl/fl^Zfp36^fl/fl^*; *Zfp36*^ΔEP^*Tnf*^ΔEP^** mice). Using this approach, we previously demonstrated that the exacerbated imiquimod-induced skin inflammation seen in the *Zfp36*^ΔEP^** mice was strongly dependent on the capacity of keratinocytes to produce TNF (11). In sharp contrast, these mice still displayed extreme sensitivity to DMBA/TPA-induced tumor formation, indicating that, in this case, dysregulated production of TNF in the absence of TTP in epidermal cells is not the primary driver (Figure 3A). In addition, we performed similar experiments using neutralizing anti-TNF antibodies in *Zfp36*^ΔEP^** mice. Although we observed a decrease in tumor burden at early time points, the numbers and sizes of the tumors were found to be comparable in isotype- and anti-TNF–treated *Zfp36*^ΔEP^** mice at later stages (Figure 3B). Nonetheless, we observed that accumulation of neutrophils and IL-17A–producing γδ T cells was dependent on epidermal cell–derived TNF (Figure 3C). Furthermore, expression of inflammatory genes (*Tnf* but also *Cxcl2* or *Lcn2*) was also strongly reduced in these conditions compared with *Zfp36*^ΔEP^** mice (Figure 3D). Taken together, these results suggest that a heightened inflammatory state was not central to increased tumorigenesis in these mice.

### TTP regulated multiple key oncogenic pathways in neoplastic epidermal cells.

Although keratinocyte-derived TNF plays a dominant role in other disease settings, this does not seem to be the case in the current context of carcinogen-induced skin tumor formation. TTP can potentially control the mRNA stability of multiple inflammatory and oncogenic molecules. With the aim of defining the global impact of TTP in epidermal cells, we performed transcriptomic analysis. After induction of tumors in *Zfp36^fl/fl^* and *Zfp36*^ΔEP^** mice, we sorted EpCAM^+^CD45^-^CD140a^-^CD31^-^ epidermal cells from papillomas at the same stage of development (as depicted in Supplemental Figure 3; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.140669DS1). As comparators, we also sorted epidermal cells from adjacent DMBA/TPA-treated skin and from mock-treated animals. This allowed us to identify DEGs associated with chronic stimulation and/or specific to oncogenic transformation. Principal component analysis (PCA) showed a clear segregation between neoplastic and adjacent/mock-treated samples (Figure 4A). Importantly, TTP-deficient and *Zfp36^fl/fl^* tumor cells tended to form separate clusters. Next, we performed pairwise comparisons. When comparing mock-treated versus tumor conditions, we identified 1100 and 1642 significantly upregulated genes in *Zfp36^fl/fl^* or *Zfp36*^ΔEP^** groups, respectively. We used the ARE score algorithm to identify potential direct targets of TTP among dysregulated genes (Figure 4B) (17). When considering the genes that were upregulated in the *Zfp36*^ΔEP^** group, we observed a higher frequency of transcripts with an ARE score greater than 2, compared with genes that were specifically increased in *Zfp36^fl/fl^* cells only. In line with the PCA data, we identified very few DEGs between *Zfp36^fl/fl^* and *Zfp36*^ΔEP^** groups in mock-treated conditions (3 genes) and DMBA/TPA nontumoral skin (12 genes). Nevertheless, in this latter condition, we identified important inflammatory genes such as *Chil1*, *S100a8*, and *S100a9*. Of note, expression of *Klk6*, the gene encoding a proinflammatory peptidase that promotes skin tumor formation and progression (18), was increased in TTP-deficient cells (Figure 4C). This was also the case for *Serpinb3a*, the gene encoding one of the squamous cell carcinoma antigen 1–related molecules, commonly used as prognostic biomarkers in cancer patients (19).

For epidermal cells isolated from papillomas, using the same criteria, we identified 569 DEGs between *Zfp36^fl/fl^* and *Zfp36*^ΔEP^** groups. Apart from lipid metabolism, gene set enrichment analysis revealed few relevant pathways associated with genes that were downregulated in TTP-deficient cells. In contrast, important pathways were enriched for genes that were upregulated upon TTP ablation. As expected, we observed increased expression of genes involved in cytokine expression and activity, such as *Tnf*, *Il1b*, and *Cxcl1*. We also noted dysregulation of key oncogenic processes including cell death, migration, proliferation, and angiogenesis (Figure 4D). Among angiogenesis-related genes that were significantly upregulated in *Zfp36*^ΔEP^** tumor cells, we identified key soluble factors such as *Vegfa* but also multiple genes involved in interactions with stromal cells (Figure 5A). To evaluate angiogenesis and neovascularization of *Zfp36^fl/fl^* and *Zfp36*^ΔEP^** papillomas, we performed immunofluorescent staining for VE-Cadherin (an endothelial marker) and endoglin, a transmembrane glycoprotein expressed on activated vascular endothelial cells (20). We observed increased density of endoglin^+^ cells in *Zfp36*^ΔEP^** papillomas compared with *Zfp36^fl/fl^* samples, indicating that the absence of TTP in tumor cells promoted angiogenesis (Figure 5B). We conclude that TTP shapes the transcriptome of epidermal cells upon neoplastic transformation by controlling the expression of mRNAs associated with key oncogenic pathways such as neovascularization.

### TTP destabilized Areg mRNA in neoplastic epidermal cells.

To identify direct potential targets of TTP in tumor cells, we looked at tumor-specific transcripts with an ARE score greater than 2 that were significantly upregulated (FC > 2) in the *Zfp36*^ΔEP^** group compared with their control counterparts (Figure 6A). For selected genes, we validated our results by RT-qPCR on sorted epidermal cells from independent papilloma samples (Figure 6B). Several of these 60 genes were previously shown to be directly regulated by TTP in other cell types. These include genes encoding important cytokines, growth factors, chemokines, or enzymes such as *Tnf* (21), *Csf2* (22), *Il1a* (10)*, Lif* (23), *Vegfa* (4), *Cxcl1* (24), or *Mmp9* (25). We also identified several relevant mediators that, to the best of our knowledge, have not been reported as TTP targets. For example, we observed increased expression of *Pgf*, encoding placental growth factor, a VEGF homolog that plays an important role in ischemic, inflammatory, and malignant diseases (26). Along the same lines, we also highlight activinβA (*Inhba*) because this member of the TGF-β superfamily was shown to increase malignancy and metastatic spread of skin tumors (27); semaphorins (*Sema6d*, *Sema4d*), which can shape the tumor microenvironment (28); and ligands of the EGF receptor (*Areg*, *Ereg*). EGFR signaling in epidermal cells plays an essential role downstream of the oncogenic RAS pathway (29). We therefore assessed whether *Areg* represents a bona fide TTP target.

We first performed in vitro experiments with primary *Zfp36^fl/fl^* and *Zfp36*^ΔEP^** keratinocytes. After a short incubation with TPA to induce TTP expression, we evaluated *Areg* mRNA half-life by treating the cells with actinomycin D and SB203580, the latter of which is used to abrogate the inhibitory action of p38 MAPK on TTP activation (10). As shown in Figure 7A, *Areg* mRNA stability was strongly increased in *Zfp36*-deficient keratinocytes. Next, to assess if the putative ARE sequences found in the 3′UTR of the mRNA coding for AREG were sufficient to promote mRNA destabilization by TTP, we used a bidirectional reporter system (30) in which we inserted either the full-length 3′UTR sequence of *Areg* or a truncated version lacking ARE motifs (Figure 7B). Plasmids containing a synthetic (AUUU)8 ARE motif (AU8) or no ARE (AU0) were used as controls. We evaluated the effect of TTP in cotransfection experiments in HEK293T cells. As expected, we observed a clear effect of TTP on the ratio between AU8 and AU0 reporter activities compared with a control plasmid (expressing BOIP, encoded by *Ccdc89*) (Figure 7B). Similar conclusions were reached for the construct containing *Areg* 3′UTR, with and without ARE motifs.

To test the capacity of TTP to directly bind *Areg* ARE, we performed an electrophoretic mobility supershift assay. We incubated the *Areg* ARE probe with extracts from TTP-Flag–expressing HEK293T cells. Addition of α-Flag antibody resulted in a supershift that was not observed with BOIP-Flag or with an anti-V5 antibody, demonstrating that TTP physically interacts with the *Areg* mRNA ARE in this in vitro setting (Figure 7C). We confirmed the specificity of this binding by showing competition with increasing concentrations of cold *Areg* ARE but not with a control probe (Figure 7D). Finally, to define whether EGFR signaling plays a dominant role in the exacerbated tumorigenesis displayed by *Zfp36*^ΔEP^** mice, we treated them before each TPA application with the EGFR inhibitor AG1478. As shown in Figure 7E, the number and size of the papillomas were greatly reduced upon treatment with this tyrosine kinase inhibitor. Taken together, these results indicate that TTP directly controlled *Areg* mRNA stability in keratinocytes, and that dysregulated EGFR signaling may contribute to exacerbated tumor formation in *Zfp36*^ΔEP^** mice.

### ZFP36 was downregulated in human squamous cell carcinoma.

Because our mouse models revealed a clear role of TTP in skin carcinogenesis, we investigated whether our observations might translate to the clinic. TTP is expressed in multiple cell types in the tumor microenvironment. To specifically look at the role of TTP in epidermal cells, we analyzed a recently published single-cell RNA-Seq data set of 18,359 keratinocytes taken from the skin of 7 control individuals and from 7 patients with cutaneous squamous cell carcinoma (cSCC) (31). As shown in Figure 8A, 3 major subpopulations were defined in normal skin. Based on the expression of representative genes, these were defined as basal (*COL17A1*), cycling (*MKI67*), and differentiating (*KRT1*) keratinocytes. cSCC exhibited 4 subpopulations, 3 recapitulating these normal epidermal states, and a tumor-specific keratinocyte (TSK) population with no counterpart in normal skin. These TSKs were shown to express epithelial-mesenchymal transition markers and to reside within a fibrovascular niche at leading edges of the tumor (31). We evaluated expression of *ZFP36* in these 7 cell clusters (Figure 8B). We observed lower expression in each of the 3 tumor subpopulations compared with their normal counterparts. In addition, its expression was further reduced in TSK cells. We observed very similar patterns for its 2 paralogs, *ZFP36L1* and *ZFP36L2*. In sharp contrast, expression of *ELAVL1*, that codes for another ARE-binding protein with opposite functions, was higher in tumor cells and TSKs in particular. We evaluated the signature scores for the 386 and 183 genes that were downregulated or upregulated in TTP-deficient neoplastic epidermal cells (as defined in Figure 4C). Consistent with their lower expression of *ZFP36*, TSKs exhibited the lowest and highest expression of these hallmark gene signatures (Figure 8C). Globally, these results suggest that ARE-mediated mRNA decay was dysregulated in human cSCC.

## Discussion

We show here that TTP played a major role in the pathogenesis of skin carcinogenesis. When its regulated expression was increased throughout the body by genetically removing the ARE instability elements that are located in its own mRNA 3′UTR (*Zfp36*^ΔARE^** knockin mice), DMBA/TPA-induced tumor burden was greatly reduced. Conversely, TTP ablation specifically in epidermal cells led to extreme sensitivity to DMBA/TPA-induced tumor formation. Because TTP plays a major role in the control of inflammatory cytokine and chemokine expression, it was not surprising that both experimental situations were associated with important effects on tumor-associated inflammation. As previously demonstrated in the context of imiquimod-induced dermatitis (11), dysregulated production of TNF in the absence of TTP in epidermal cells was responsible for increased expression of inflammatory mediators and recruitment of innate immune cells during carcinogenesis; conversely, regulated TTP overexpression resulted in decreased skin infiltration of immune cells in this model (13). Wu et al. (32) reported that calcineurin inhibitors downregulate TTP expression in keratinocytes. In line with our data, this led to increased expression of inflammatory mediators in HRas^V12^-transformed keratinocytes. Malignant cell-derived TNF enhances the growth and spread of tumors in many different experimental models (33). However, the increased tumor development seen in *Zfp36*^ΔEP^** mice did not require keratinocyte-derived TNF production, indicating that TTP controls other pathways that play dominant roles in this model of tumorigenesis. As previously demonstrated in glioma cell lines (4), we could observe that neoplastic transformation of epidermal cells was accompanied by dysregulation of *Vegfa* expression, as well as that of *Pgf,* in the absence of TTP. This was associated with increased intratumoral angiogenesis. We also identified *Areg* mRNA as a direct target of TTP, and showed that inhibition of the EGFR pathway strongly decreased tumor burden in *Zfp36*^ΔEP^** mice. Of note, we also observed increased expression of *Ereg* (another EGFR ligand) and of *Adam12,* which acts as a “sheddase” for proHB-EGF (34). The role of the EGFR pathway in skin tumorigenesis is complex. Transgenic AREG overexpression in keratinocytes leads to inflammatory epidermal hyperplasia without spontaneous development of skin tumors, suggesting that aberrant EGFR signaling is not sufficient to drive tumorigenesis (35). Rather, EGFR signaling functions as a survival factor during oncogenic transformation (36). It is also critical for Ras-dependent VEGF induction and angiogenesis (37) and contributes to the release of IL-1α, leading to the activation of NF-κB, the production of CXCR2 ligands, and the suppression of keratinocyte differentiation (38). These results suggest that TTP activity in transformed cells could play a central role in reducing the oncogenic Ras/EGFR feed-forward loop that drives multiple aspects of tumor progression.

Ablation of TTP in hepatocytes was recently shown to decrease tumorigenesis upon diethylnitrosamine treatment, indicating that the effect of TTP on tumor initiation is context-dependent (39). It is possible that TTP plays a more important role in controlling tumor development at epithelial surfaces, as it is highly induced by inflammatory cues. We observed that expression of TTP was strongly heterogeneous in human malignant epidermal cells. Importantly, it was largely downregulated in a subset of TSKs that resides at the leading edges of the tumor in a fibrovascular niche (31). We can speculate that loss of TTP could contribute to the remodeling of the surrounding stroma through the regulation of key mediators known to promote angiogenesis (such as VEGF, PGF, or MMPs) or activate cancer-associated fibroblasts (such as activinβA; ref. 40). It would therefore be important to define the mechanisms leading to decreased *ZFP36*, *ZFP36L1*, and *ZFP36L2* expression during skin tumor progression.

In conclusion, we have demonstrated that ARE-mediated mRNA decay, specifically that aspect regulated by TTP, controlled key early steps of skin tumorigenesis in vivo. This pathway could therefore represent a valuable therapeutic target. More research is needed to understand the effects of TTP in the various aspects of tumor development identified in this study, as well as others still to be discovered.

## Methods

### Mice.

LoxP-flanked *Zfp36* mice (*Zfp36^fl/fl^)* mice on a C57BL/6 background were previously described (41). LysM-Cre (B6.129P2-*Lyz2*^tm1(cre)Ifo^), CD11c-Cre (B6.Cg-Tg(Itgax-Cre)1-1Reiz), and K14-Cre (Tg(KRT14-cre)1Amc) mice on C57BL/6 backgrounds were purchased from The Jackson Laboratory. Cell-specific *Zfp36*-deficient mice were generated by crossing the *Zfp36^fl/fl^* mice with mice expressing Cre recombinase under the control of the murine M lysozyme promoter (*Zfp36*^ΔM^**), the murine integrin alpha X promoter (*Zfp36*^ΔDC^**), or the human keratin 14 promoter (*Zfp36*^ΔEP^**). The double conditional *Zfp36*^ΔEP^*Tnf*^ΔEP^**mice were obtained by mating *Zfp36*^ΔEP^**mice with *Tnf^fl/fl^* mice, as previously described (11). *Zfp36*^ΔARE^ and *Zfp36-V5* knockin mice were previously described (13, 15). All experiments were performed using littermates as controls.

### DMBA/TPA 2-stage carcinogenesis.

For the experiments conducted with the *Zfp36*^ΔARE^ mice and corresponding controls, 7-week-old animals were anesthetized by inhalation of isoflurane, and the dorsal skin was shaved with surgical clippers and subsequently checked for the lack of hair growth. Initiation was accomplished by a single topical application of 400 nmol of DMBA in 200 μl acetone. Promoter treatments with 10 nmol of TPA in 200 μl acetone, twice a week, were begun 1 week after initiation and continued for 20 weeks. Skin tumors induced by the initiation-promotion protocol were counted.

For all the other experiments conducted, 8-week-old mice were anesthetized by i.p. injection of ketamine and xylazine and shaved on the back with an electrical shaver 2 days before DMBA treatment. Mice were treated on days 0 and 3 or 7 with 80 or 200 nmol of DMBA in 200 μl acetone. *Zfp36*^ΔEP^*, Zfp36*^ΔM^*,* and *Zfp36*^ΔDC^** mice were treated on days 0 and 3 with 200 nmol of DMBA in 200 μl acetone, and *Zfp36*^ΔEP^*Tnf*^ΔEP^** mice were treated on days 0 and 7 with 80 nmol of DMBA in 200 μl acetone. On day 14, mice were treated twice per week with 6.5 nmol of TPA in 200 μl acetone for 12 to 40 weeks. Tumor incidence and burden were assessed once per week. The experiment was stopped when the tumors reached greater than 10 mM. Mice were euthanized when indicated, and skin samples were prepared for immunofluorescence, gene expression, and flow cytometry analysis. When indicated, 500 μg/mL of AG1478 inhibitor in 200 μl acetone was applied 45 minutes before the TPA in 200 μl acetone, and 10 mg/kg of anti-TNF–blocking antibodies (XT3.11 clone, BioXcell) in PBS was injected i.p. 3 times a week from week 1 to week 10.

### TPA treatment.

The back skin of *Zfp36-V5* knockin mice and *Zfp36^fl/fl^* was shaved 2 days before the start of the experiment. Then, these mice were treated with 6.5 nmol of TPA in 200 μl acetone on the back skin once a day for 3 days. Skin biopsies were collected 24 hours later to perform flow cytometry analysis.

### Flow cytometry analysis.

Skin samples were incubated for 16 hours with dispase II (1 mg/mL, Sigma) and then with collagenase IV (1 mg/mL, Thermo Fisher) and DNAse I (100 μg/mL, Sigma) for 45 minutes at 37°C. Cells were stained for CD45-FITC (clone 30-F11) and γ/δ TCR-PerCP-eFluor710 (clone eBio-GL3) from eBioscience; Ly6G-PerCP-Cy5.5 (clone 1A8), IL-17A-APC (clone TC11-18H10), CD3 (clone 17A2), CD19 (clone 1D3), Gr1-APC-Cy7 (clone RB6-8C5), CD11b (clone M1/70), Ly6C (clone AL-21), and CD3-BV421 (clone 17A2) from BD Biosciences; and V5 Tag-AF647 (clone N/A, catalog 46-1260) from Invitrogen. Cells were incubated for 2 hours with PMA (25 ng/mL), ionomycin (500 ng/mL) and Brefeldin A (10 μg/mL) and processed for intracellular staining using the Intracellular Fixation and Permeabilization Kit (eBiosciences). Data were collected on a BD LSRII Fortessa and analyzed with FlowJoX software.

### FACS isolation of cells.

Tumors from mouse back skin were incubated for 2 hours with collagenase I (Roche, 3.5 mg/mL) on a rocking plate at 37°C. Enzyme activity was blocked by adding EDTA (5 mM). Cells were stained for CD45-PE (clone 30-F11) from eBioscience, CD140a-APC (clone APA5) and CD31-APC (clone MEC13.1) from BD Biosciences, and CD326-APC-Cy7 (clone G8.8) from Imtec. Living cells from tumors, DMBA/TPA-treated skin samples, and mock-treated skin samples were selected by the LIVE/DEAD Fixable Aqua Dead Cell Stain Kit exclusion (Invitrogen). Then, EpCAM (CD326)–positive cells were selected after CD140a, CD31, and CD45 exclusion. Sorting was performed on BD FACSAria II and analyzed with FACSDiva software.

### Cell culture.

Mouse primary keratinocytes were isolated from newborn mice (24–72 hours after birth) as described by Li et al. (42). Cells were maintained in complete Keratinocyte Growth Medium II (Promocell GmbH) at 36°C and 7% CO_2_. HEK293T cells (ATCC) were maintained in DMEM medium containing 10% FBS, 50 U/mL Penicillin, 50 μg/mL Streptomycin, and 1 mM sodium pyruvate (Gibco). Transfections were performed using the calcium phosphate method of transfection. Plasmid DNA was added to a CaCl_2_ solution, then was added dropwise into a Hepes-buffered phosphate solution. This DNA solution was then incubated at room temperature for 30 minutes before being spotted on the cell culture. Medium of the cells was changed prior to adding the DNA and after incubation of the cells overnight with the DNA mixture.

### Dual-reporter plasmids.

Plasmids containing the WT Globin 3′UTR (AU0 = no ARE) or Globin 3′UTR with AU-rich insertion (AUUU)_8_ (AU8 = canonical ARE sequence) were used as controls. The plasmids also contained the sequence coding for the firefly luciferase as a transfection efficiency control. Both luciferases were under the control of a bidirectional CMV promoter.

The WT 3′UTR of *Areg* gene was amplified by RT-PCR using the primers 5′‑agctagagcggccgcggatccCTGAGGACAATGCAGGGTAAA‑3′ and 5′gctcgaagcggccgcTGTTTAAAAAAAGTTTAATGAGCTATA‑3′ (lowercase letters indicate the leader sequences used for cloning), then cloned into the NotI site of the AU_0_ plasmid from Barreau et al.(30), using a ligation-independent cloning method. For *Areg*ΔARE, a DNA fragment containing the 3′UTR of *Areg* without the putative ARE motifs was synthesized (Integrated DNA Technologies), then amplified by PCR before cloning in the AU_0_ plasmid.

### Electrophoretic mobility shift assay.

Analysis of possible *Areg* mRNA-TTP interactions by supershift assay was performed as described in (43) with the following modifications. Cell extracts from HEK293T cells transfected with TTP-Flag of BOIP-Flag were incubated with ^32^P-labeled RNA probe, followed by the addition of anti-V5 or anti-Flag antibody. Areg probe corresponding to *Areg* 3’UTR AU-rich region (Figure 7B, underlined sequence) and control probe corresponding to pBS polylinker region were produced by in vitro transcription using T7 RNA polymerase and ^p32^UTP. Samples were loaded on 5% polyacrylamide nondenaturing gels containing 6% glycerol and 0.5× TBE at 7.5 mA for 16 hours at 4°C. Competition experiments were performed by adding 2-, 4-, 8-, 16-, or 32-fold molar excess of unlabeled Areg probe or control pBS probe.

### Gene expression (2-step qPCR).

Total RNA was extracted with the RNeasy Mini Kit (Qiagen) and reverse-transcribed with the High-Capacity cDNA Archive Kit (Applied Biosystems). cDNA was amplified using SYBR green or TaqMan probes. Primer sequences are described in Supplemental Table 1.

### Immunofluorescence staining.

Tumors from mouse tissues were embedded and frozen in OCT (Tissue-Tek). Sections (6 μm) were stained as explained in ref. 44. Anti-Endoglin (CD105, polyclonal, R&D), anti-Keratin 14 (clone SIG-3476, Thermo Fisher), and anti-VE-Cadherin (CD144, clone 11D4.1, BD Bioscience) were used as primary antibodies. The following secondary antibodies were used: anti-goat, anti-rat, anti-rabbit conjugated to AlexaFluor488 (Molecular Probes), to rhodamine Red-X (Jackson ImmunoResearch), or to Cy5 (Jackson ImmunoResearch), respectively. Nuclei were stained in Hoechst solution. Slides were observed at 200-fold magnification. Images were acquired using Zeiss AxioImager M1 and analyzed with Zen 2.3 lite (blue edition) software.

### RNA-Seq.

For the RNA-Seq analysis of skin biopsies from the *Zfp36*^ΔARE^ mice and their corresponding controls, full-thickness skin biopsies were taken at the end of the experiment. These were all from treated but nontumoral skin. Total RNA was isolated by pestle homogenization using a TRIzol and chloroform method according to the manufacturer’s instructions (Invitrogen). Raw pair-end fastq files were provided by the sequencing contractor (https://www.Q2Labsolutions.com). Low-quality sequence reads with a mean score less than 20 were removed using a custom perl script. The processed reads were mapped to the mm10 genome using the Spliced Transcripts Alignment to a Reference software (v2.5.2b) (45). The number of fragments per gene were counted using the featureCounts command available from Subread (v1.5.0-p1) (46). Differential gene expression analysis was performed using the R package DESeq2 (version 1.12.4) (47).

Total RNA from sorted epidermal cells (isolated from mock-treated skin, DMBA/TPA-treated adjacent skin, and papillomas) was extracted using an RNeasy Plus Micro Kit (Qiagen). Quality control, library preparation, and RNA-Seq were performed by BRIGHTcore ULB VUB (http://www.brightcore.be). RNA-Seq was performed on triplicates of each group, using the standard Illumina HiSeq sequencing protocol (20 × 10^6^ reads/sample). FastQC was used for read quality determination. Differential gene expression analysis was done using the EdgeR method, with FDR less than 0.05 and fold change as indicated.

ARE score analysis was performed according to the scoring option (http://arescore.dkfz.de/arescore.pl) (17). We first defined a list of genes differentially expressed in tumors from *Zfp36*^ΔEP^** mice compared with tumors from *Zfp36^fl/fl^* mice (minimal read count of 10 in RNA-Seq). We extracted all isoforms of described transcripts from the RefSeq database.

### scRNA-Seq analysis.

We retrieved single-cell transcriptomic profiles of 7 normal skin and 7 cSCC from a recently published data set (31) (accession GSE144236). We restricted our analysis to epithelial cells, including normal keratinocytes (basal, cycling, and differentiating) and tumor keratinocytes (basal, cycling, and differentiating and TSKs) subpopulations, to obtain a total of 18,359 cells. A Seurat object was created using Seurat r package v3.2.2 and cells-metadata, established by the authors (31), was added by applying *AddMetaData* function. Counts were normalized with SCTransform method by which we regressed mitochondrial-mapped genes and UMI counts. We ran the dimensionality reduction functions (*RunPCA* and *RunUMAP*) with the first 15 PCs as input. A shared nearest neighbor graph and Seurat clusters were identified. Cluster annotation was done according to the added cells-metadata. To visualize the reduced dimension coordinates of the annotated cells, we used the *DimPlot* function, and gene expression was assessed using *FeaturePlot* and *VlnPlot* functions. To determine the enrichment of DEGs in WT or *Zfp36*^ΔEP^** tumor cells obtained from our bulk RNA-Seq data, 2 gene lists were created, and enrichment score was measured by applying the *AddModuleScore* Seurat function.

### Data availability.

Raw RNA-Seq data can be accessed on GEO (accession GSE148199 and GSE151587).

### Statistics.

Results are expressed as mean ± SEM. The statistical significance was assessed as indicated using GraphPad Prism 8.0. The following tests were used: Mantel-Cox log rank test, 1-way or 2-way ANOVA test with Bonferroni’s correction or post hoc Tukey’s HSD test, and 2-tailed Mann-Whitney test. A *P* value less than 0.05 was considered significant.

### Study approval.

Animal studies performed in Belgium were approved by the institutional animal care and local committee for animal welfare of the BIOPOLE ULB CHARLEROI. Animal studies performed at the National Cancer Institute (NCI) were approved by the IACUC of the NCI (Frederick, Maryland, USA) and were conducted in accordance with the IACUC guidelines and the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011). Animals were maintained in a specific pathogen–free facility with ad libitum access to water and feed. All animals were used in scientific experiments for the first time.

## Author contributions

A. Assabban, IDV, and LVM conducted most of the experiments. RS, BS, LZ, A. Azouz, CL, MM, CG, and SW contributed to some experiments; MN and ST provided technical help for the experiments. A. Azouz, BDT, and LZ performed transcriptomic analysis. A. Assabban analyzed the data and prepared the figures. CB, CG, VK, GT, and GL provided input for research design and interpretation. WH provided critical reagents. SG and PJB supervised the work and wrote the manuscript. All authors were involved in critically revising the manuscript for important intellectual content. All authors had full access to the data and approved the manuscript before it was submitted by the corresponding author.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
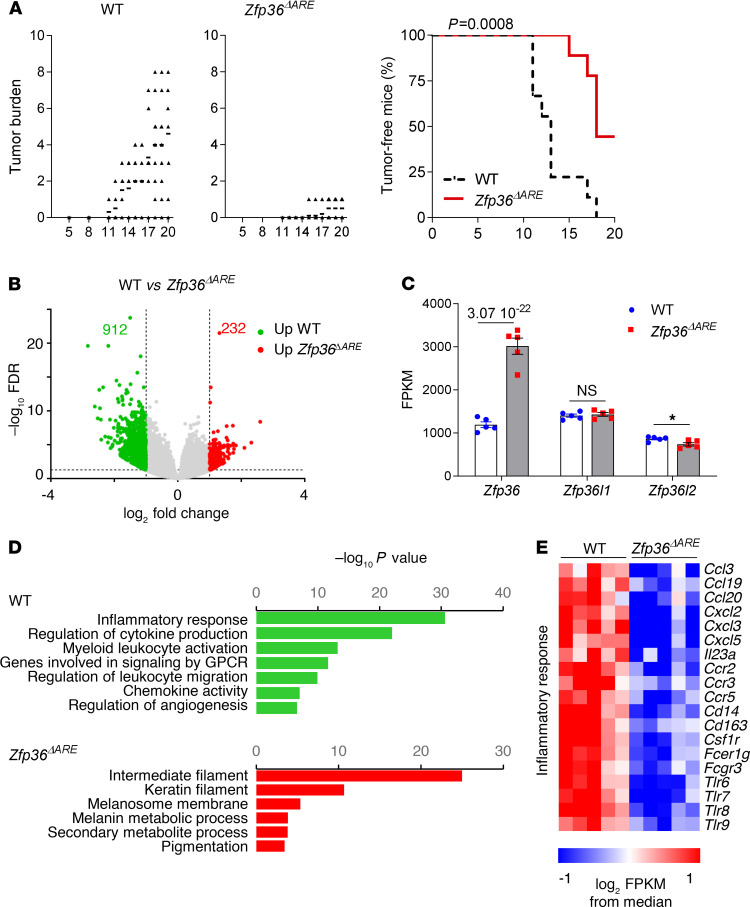
Regulated overexpression of endogenous TTP protects mice from cutaneous chemical carcinogenesis. *Zfp36^ΔARE^* mice and their controls (WT) were treated on shaved back skin with DMBA/TPA. They were monitored for 20 weeks at weekly intervals for tumor development. (**A**) Average tumor burdens and Kaplan-Meier curves describing tumor**-**free mice are shown for both groups (*n* = 9, representative of 2 experiments). (**B**) RNA-Seq analysis on adjacent, treated but nontumoral whole-thickness skin samples from both groups (*n* = 5). Differentially expressed genes are shown in the volcano plot in red if upregulated in *Zfp36^ΔARE^* skin (232 genes) or in green in WT skin (912 genes) among all 1144 genes that met the fold change (fold change > 2) and significance criteria (FDR < 0.05) (shown in gray). (**C**) *Zfp36* and other TTP family member mRNA expression in WT and *Zfp36^ΔARE^* mice, based on the RNA-Seq data from nontumoral adjacent skin samples. (**D**) Gene set enrichment analysis of the most significantly enriched pathways in *Zfp36^ΔARE^* (red) or in WT (green) samples. (**E**) Heatmap of expression levels of inflammatory response genes significantly increased or decreased in treated *Zfp36^ΔARE^* or WT skin. Statistical analysis (*P < 0.05) was assessed by Mantel-Cox log rank test indicating differences between all groups (*P* = 0.0008) (**A**) and using DeSeq2 (FDR = 3.07 10^-22^) (**C**). TTP, tristetraprolin; DMBA, 7,12-dimethylbenz[a]anthracene; TPA, 12-0-tetradecanoylphorbol-13-acetate.

**Figure 2:**
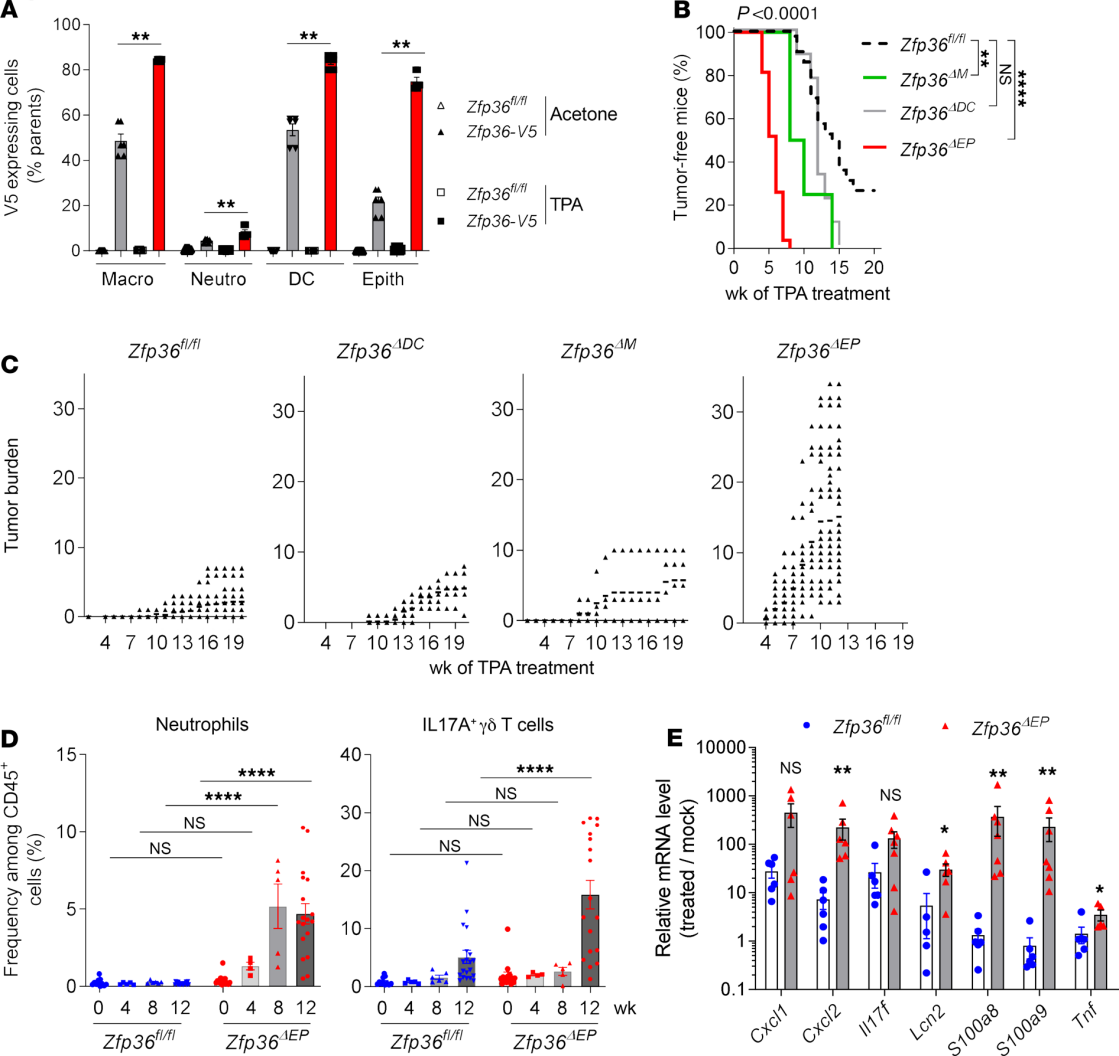
TTP expressed by keratinocytes controls skin tumorigenesis. *Zfp36-V5* and *Zfp36^fl/fl^* mice were treated for 3 days with TPA or acetone on shaved back skin (**A**). *Zfp36^ΔDC^*, *Zfp36^ΔM^*, *Zfp36^ΔEP^* mice and their littermate controls (*Zfp36^fl/fl^*) were topically treated on back skin with DMBA/TPA for 12 to 20 weeks and monitored every week for tumor formation. The experiment was stopped when the tumors reached > 10 mM (**B–E**). (**A**) Ratio of V5-expressing skin cells in each condition analyzed by flow cytometry: macrophages, neutrophils, DCs, and epithelial cells (keratinocytes). Data are shown as percentage of the initial population (mean ± SEM, *n* = 6, representative of 2 experiments). (**B**) Kaplan-Meier plot of DMBA/TPA-treated mice depicting papilloma-free state after TPA promotion (*n* = 4–42, pool of 6 experiments). (**C**) Tumor burdens of *Zfp36^fl/fl^, Zfp36^ΔEP^*, *Zfp36^ΔM^, and Zfp36^ΔDC^* back skins. (**D**) Kinetics of cell infiltration in total back skin from *Zfp36^ΔEP^* mice: neutrophils and IL-17A–producing γδT cells among CD45^+^ cells are shown by intracellular protein staining. Results are given as mean ± SEM (*n* = 4–27, pool of 4 experiments). Gating strategy for flow cytometry is presented in Supplemental Figures 1 and 2. (**E**) Skin samples, including tumors, from *Zfp36^ΔEP^* mice and their littermates were collected for analysis of transcript levels by qPCR at 12 weeks of DMBA/TPA treatment. Results are expressed as relative to the *Zfp36^fl/fl^* mock group, which was arbitrarily set to 1 (mean ± SEM, *n* = 7). Statistical significance (*P < 0.05, **P < 0.01, ****P < 0.0001) was assessed by 2-tailed Mann-Whitney test (**A** and **E**), by Mantel-Cox log rank test and pairwise comparisons indicating differences between deficient mice compared with their controls (**B**) or by the 1-way ANOVA test with Bonferroni’s correction compared with the *Zfp36^fl/fl^* group (**D**). TTP, tristetraprolin; DMBA, 7,12-dimethylbenz[a]anthracene; TPA, 12-0-tetradecanoylphorbol-13-acetate.

**Figure 3:**
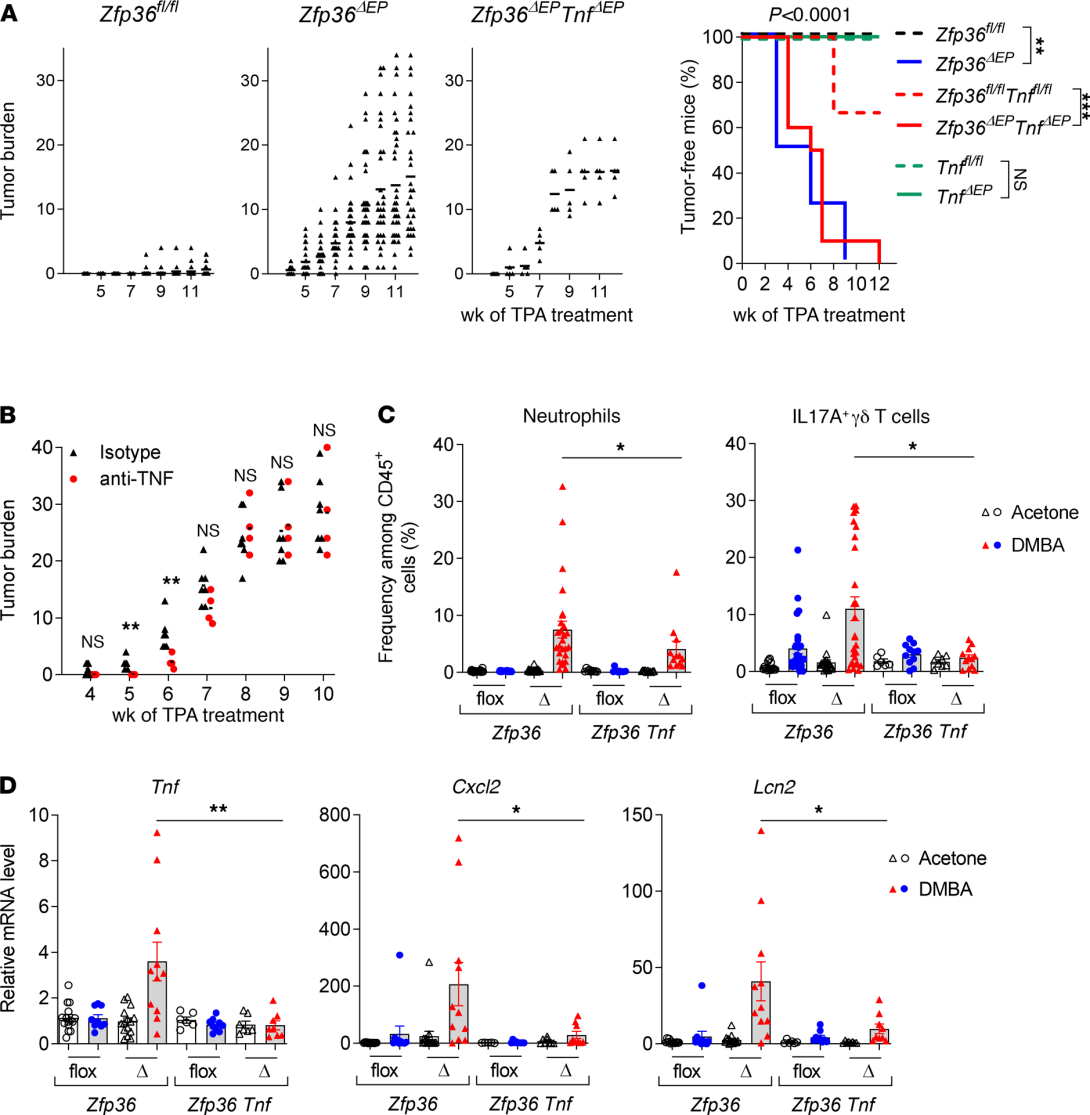
Dysregulated production of TNF in the absence of TTP in keratinocytes does not critically contribute to the sensitivity of *Zfp36^ΔEP^* mice to tumor development. Tumors from *Zfp36^ΔEP^Tnf^ΔEP^* (red), *Tnf^ΔEP^* (green), *Zfp36^ΔEP^* (blue) mice and their littermates (dotted lines) were monitored during 12**–**20 weeks after DMBA/TPA treatment. (**A**) Incidence and size of tumors of all groups. Kaplan-Meier curves showing tumor-free mice during the experiment (*n* = 4–11, pool of 2 experiments). (**B**) DMBA/TPA-treated *Zfp36^ΔEP^* mice received anti–TNF-α or control isotype (*n* = 4–5, representative of one experiment). (**C**) Cell recruitment in total back skin was analyzed by flow cytometry (mean ± SEM, *n* = 4–11, pool of 2 experiments). Gating strategy for flow cytometry is presented in Supplemental Figure 2. (**D**) Total back skin was collected for gene expression analysis by qPCR. Deficient mice (Δ) and their littermates (flox) are shown for both groups. Levels of *Tnf*, *Cxcl2*, and *Lcn2* mRNAs were measured for each condition. Values from mock skin of corresponding controls were normalized against *Actb* and arbitrarily set at 1 (mean ± SEM, *n* = 6–11). Statistical significance (*P < 0.05, **P < 0.01, ***P < 0.001) was assessed by Mantel-Cox log rank and pairwise comparisons (**A**), by 2-tailed Mann-Whitney test (**B–D**). TTP, tristetraprolin; DMBA, 7,12-dimethylbenz[a]anthracene; TPA, 12-0-tetradecanoylphorbol-13-acetate.

**Figure 4:**
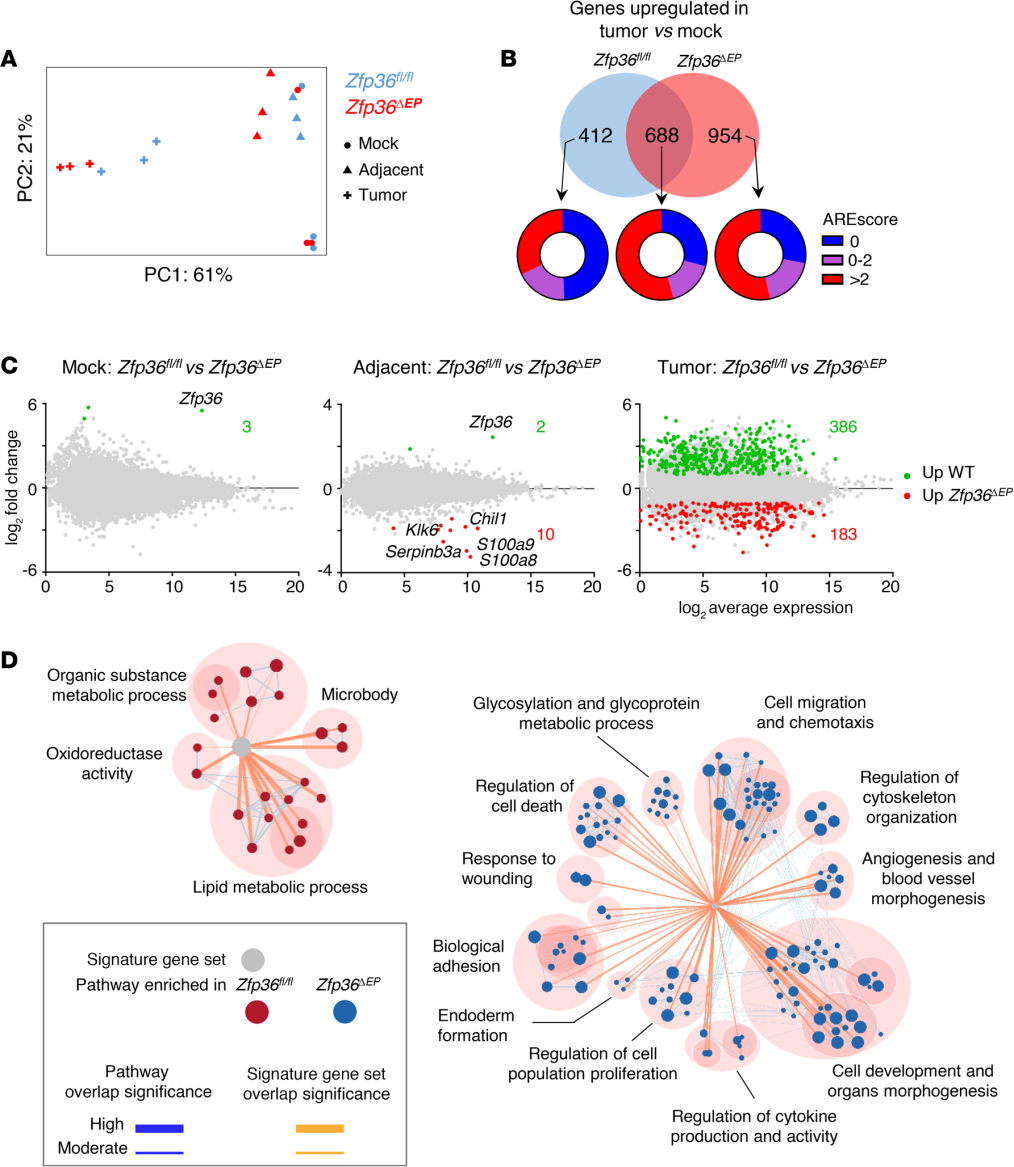
TTP shapes the transcriptome of epidermal cells upon neoplastic transformation. Epithelial cells from tumors and adjacent-treated and mock-treated skin of *Zfp36^ΔEP^* (red) mice and their littermates (blue) were isolated by flow cytometry after DMBA/TPA treatment for RNA-Seq analysis (*n* = 3). (**A**) PCA analysis showing segregation of samples. (**B**) Number of genes upregulated in tumors compared with mock skin samples. ARE score frequencies of dysregulated genes are shown for the indicated categories. (**C**) M-A plots indicating upregulated (red) and downregulated (green) genes in *Zfp36^ΔEP^* for cells isolated from mock-treated skin, adjacent-treated skin, and tumors. (**D**) Differentially expressed genes analysis of *Zfp36^fl/fl^* (WT, red) and *Zfp36^ΔEP^* (blue) tumor cells. Signature gene sets represent upregulated genes in WT tumors (386 genes, left part) and *Zfp36^ΔEP^* (183 genes, right part). Overlaps between pathways are indicated in blue lines, and the overlaps between signature gene sets is indicated in orange. The thicker the line is, the more enriched genes are present between the 2 pathways. TTP, tristetraprolin; DMBA, 7,12-dimethylbenz[a]anthracene; TPA, 12-0-tetradecanoylphorbol-13-acetate.

**Figure 5:**
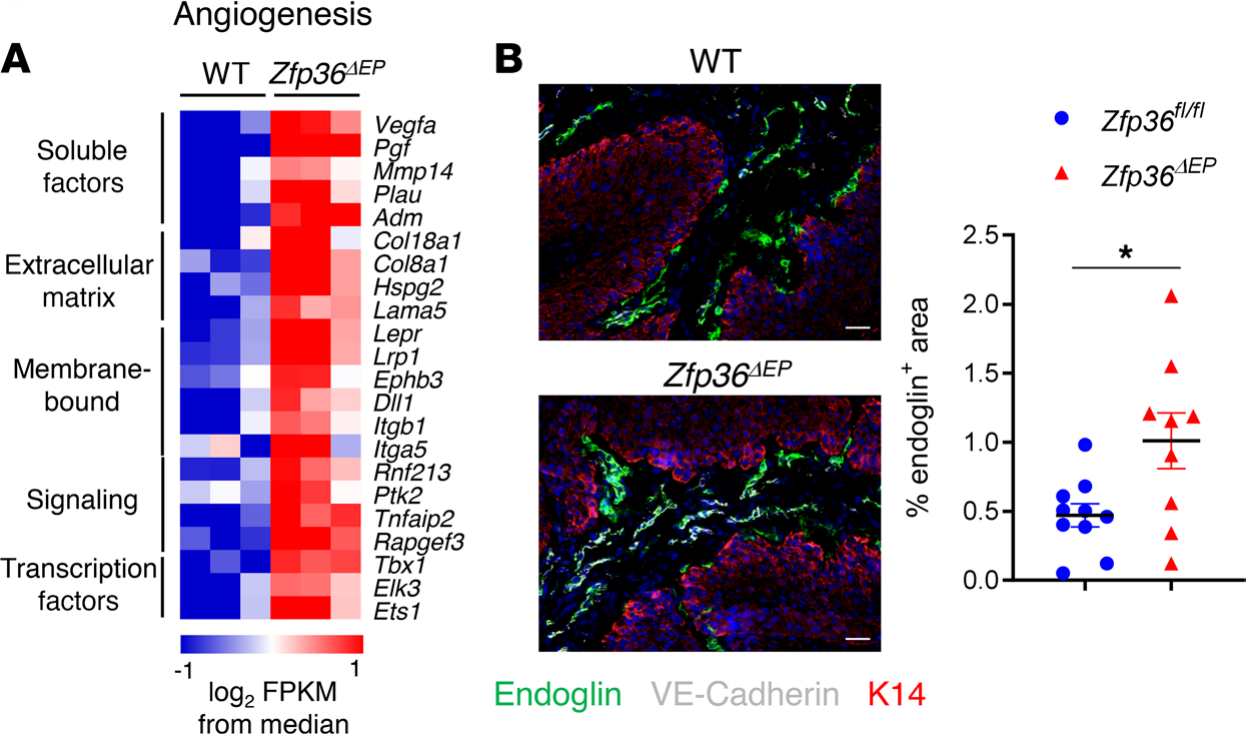
Increased neovascularization of *Zfp36^ΔEP^* papillomas. (**A**) Heatmap of expression levels of angiogenesis-related genes significantly increased in *Zfp36*^ΔEP^ tumor cells compared with their WT counterparts. (**B**) Sections of papillomas (3-mM diameter) from *Zfp36^ΔEP^* and *Zfp36^fl/fl^* mice after 12 weeks of treatment. Cryosections were stained with endoglin (green), VE-Cadherin (gray), Keratin14 (red), and nuclei (blue). The relative surface of endoglin-positive staining in papilloma sections was measured and graphed (mean ± SEM, *n* = 9–10). Statistical significance (*P < 0.05) was assessed by 2-tailed Mann-Whitney test.

**Figure 6:**
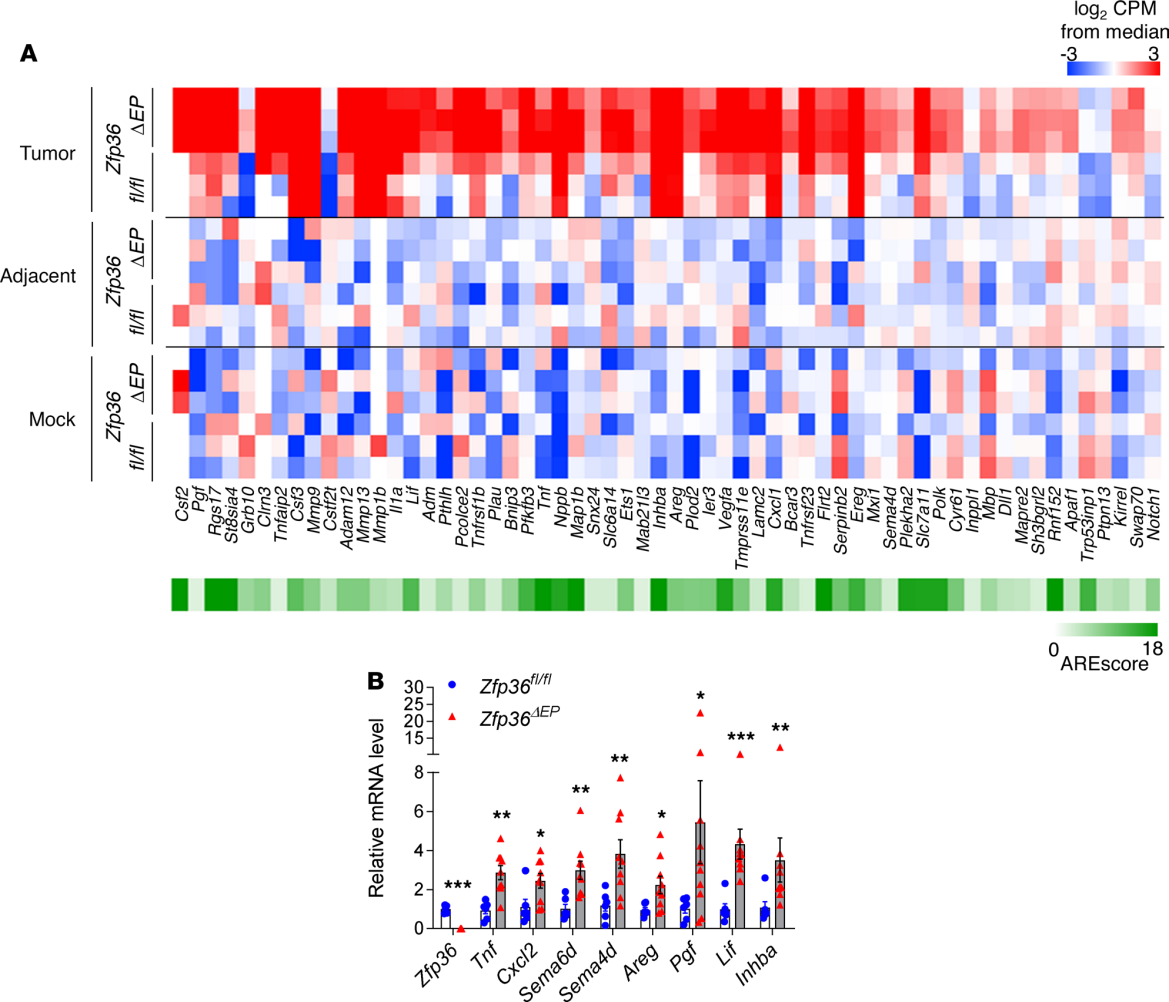
Potential direct targets of TTP in neoplastic epidermal cells. Epithelial cells from tumors and adjacent-treated and mock-treated skin of *Zfp36^ΔEP^* mice and their littermates were isolated for RNA-Seq analysis (*n* = 3). (**A**) Heatmap of expression levels of transcripts significantly increased or decreased for indicated groups and ARE score of tumor-specific transcripts from *Zfp36^ΔEP^* and *Zfp36^fl/fl^* samples is shown when > 2. (**B**) mRNA levels of sorted papilloma cells analyzed by qPCR. Levels are normalized against *Actb* and expressed relative to values from the *Zfp36^fl/fl^* mice, arbitrarily set to 1 (mean ± SEM, *n* = 7–11, pool of 3 experiments). Statistical significance (*P < 0.05, **P < 0.01, ***P < 0.001) was assessed by 2-tailed Mann-Whitney test. TTP, tristetraprolin; TPA; ARE, AU-rich element.

**Figure 7:**
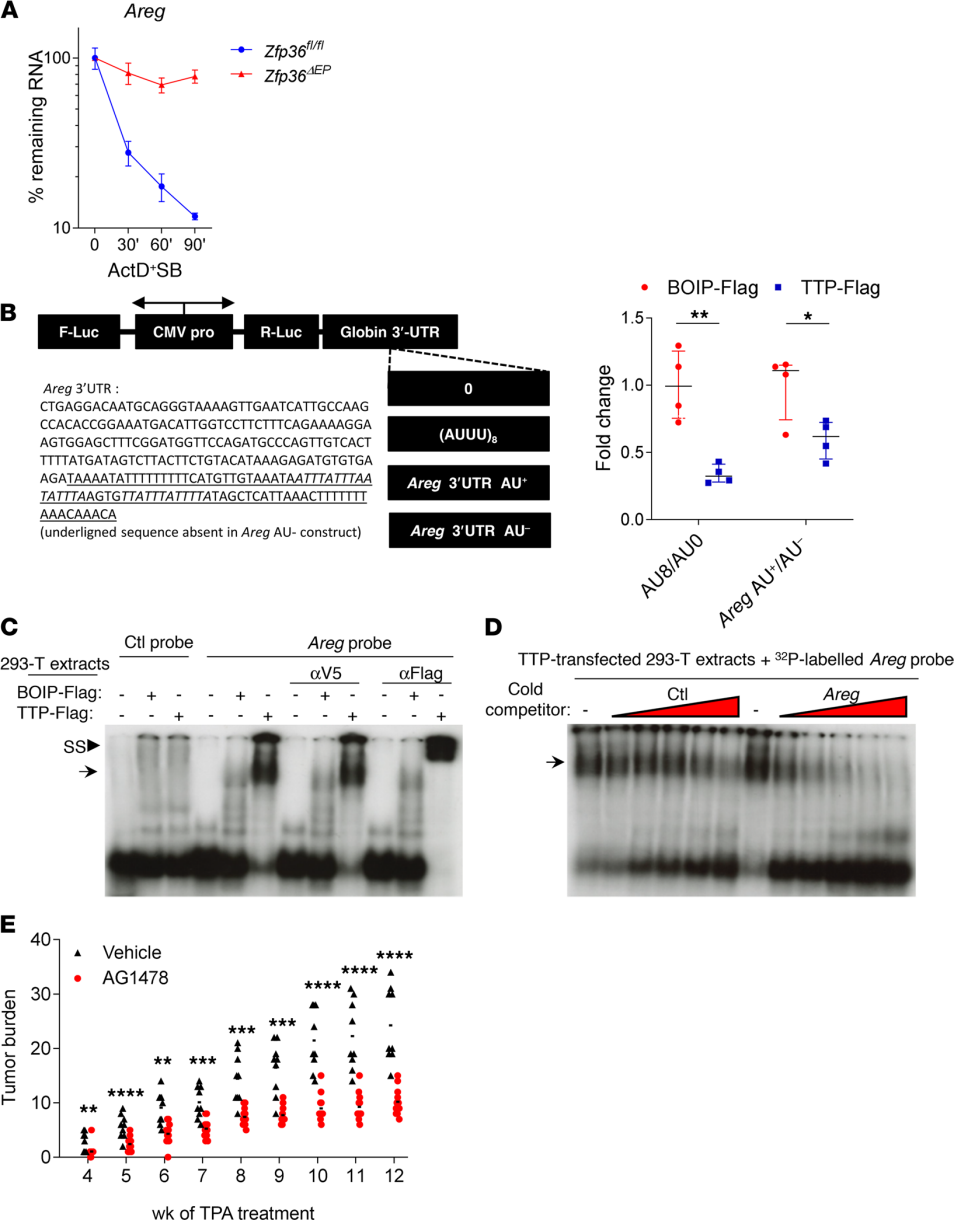
TTP destabilizes *Areg* mRNA in neoplastic epidermal cells. (**A**) Primary keratinocytes isolated from *Zfp36^fl/fl^* or *Zfp36^ΔEP^* newborns were stimulated with TPA (100 ng/mL) for 2 hours prior to actinomycin D (10 μg/μl) and SB202190 (1 μM) treatment for the indicated time. Half-life of *Areg* mRNA mRNA was quantified by qPCR and normalized by mRNA levels at t_0_ (mean ± SEM, *n* = 3–4, representative out of 2 experiments). (**B**) Schematic representation of the dual-reporter plasmids generated to assess the role of the ARE elements: 3’UTR of *Areg* mRNA with (AU+) or without (AU-) ARE was inserted behind the sequence coding for *Renilla* luciferase (R-Luc). Fold change between the Rluc/Fluc ratio of AU+ and AU- luciferase signals from dual-reporter plasmids cotransfected with TTP-Flag (or BOIP-Flag as control) in HEK293T cells (mean ± SEM, representative out of 7 experiments). (**C**) Electrophoretic mobility supershift assay. Extracts from HEK293T cells transiently transfected with TTP-Flag or BOIP-Flag were incubated with a ^32^P-labeled probe of *Areg* ARE or a CTRL probe corresponding to pBS polylinker and no antibody, an α-V5, or an α-Flag antibody before migration.(**D**) ^32^P-labeled Areg probe mixed with increasing molar excess of unlabeled Areg probe or pBS control probe was used to performed EMSA competition experiment. (**C** and **D**) Results are representative of 3 independent experiments. (**E**) *Zfp36^ΔEP^* mice were treated with DMBA/TPA, and 45 minutes before each application of TPA, mice were treated with the EGFR inhibitor AG1478 (500 μg/mL) or vehicle. Mice were monitored for 12 weeks at weekly intervals for tumor development (*n* = 8–13, representative of 2 experiments). Statistical significance (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001) was assessed by 2-way ANOVA (**B**) and 2-tailed Mann-Whitney test (**E**). TTP, tristetraprolin; DMBA, 7,12-dimethylbenz[a]anthracene; TPA, 12-0-tetradecanoylphorbol-13-acetate; ARE, AU-rich element; pBS, pBluscript polylinker region.

**Figure 8:**
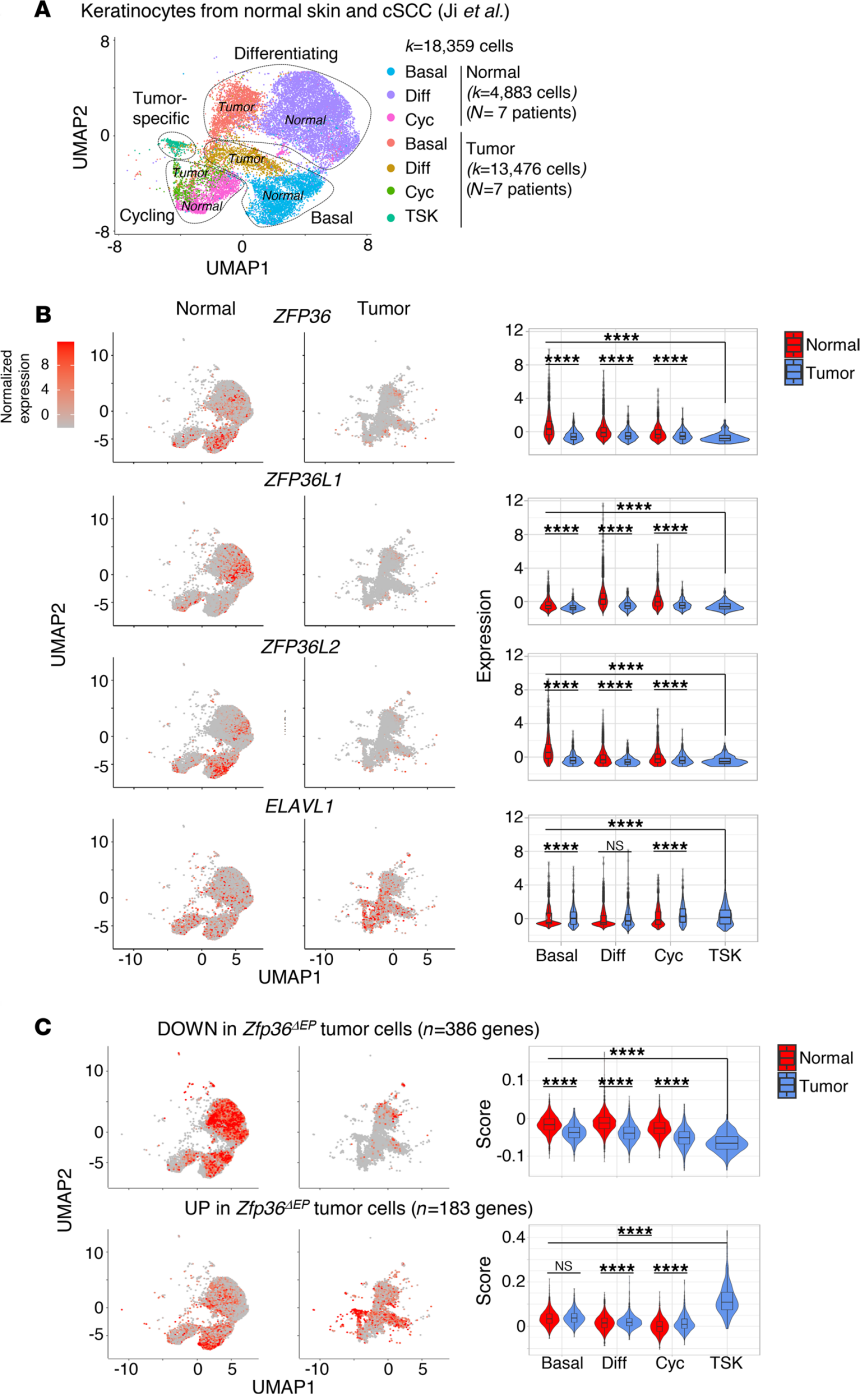
Downregulation of *ZFP36* expression in human tumor-specific keratinocytes. (**A**) Uniform manifold approximation and projection (UMAP) of 18,359 single-cell RNA-Seq keratinocytes recovered from the skin of 7 control individuals and from 7 patients with cutaneous squamous cell carcinoma (cSCC) labeled by subsets and origins. (**B**) Expression of the indicated genes was measured and visualized on UMAP after separating tumor from normal cells or by violin plots. (**C**) Enrichment scores of genes that were found to be downregulated (upper panel) or upregulated (lower panel) in *Zfp36^ΔEP^* tumor cells visualized on UMAP or by violin plots. Statistical significance (****P < 0.0001) was assessed by 1-way ANOVA with post hoc Tukey’s HSD test.

How the deposited data were processed for this re-analysis (not part of the article)

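RNA was sequenced from treated, non-tumoral back skin of 5 WT and 5 *Zfp36* ΔARE mice after DMBA and up to 20 weeks of TPA. The authors removed reads with a mean quality under 20, aligned the rest with STAR to mm10, counted fragments per gene with featureCounts and deposited the raw counts, 24454 genes in 10 libraries with no normalization. How fragments that match several genes were handled, and whether counting used strand, is not given in the text of the methods, so members of multigene families and overlapping genes are uncertain. The study tested these counts with DESeq2. Depth ran from 19595035 to 36419573 counts per library, and 4394 genes had 0 counts in all libraries. Rows with no gene name numbered 2 and held 7.38e-05% of the counts.

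From the deposited counts, edgeR 4.0.16 in R 4.3.3 computed TMM scaling factors, filtered genes with filterByExpr, fitted the quasi-likelihood model with robust dispersion estimates and genotype as the only term, and tested *Zfp36* ΔARE against WT over 15544 genes with Benjamini-Hochberg adjustment. A gene was called with an adjusted p under 0.05 and a fold change over 2, the thresholds of the study. A normalized count is the TMM-scaled count at the mean effective library size. Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and also with fry and with camera at an estimated correlation. A list's score in a library is the mean log2(CPM + 1) of its members, and scores were compared by exact two-sided permutation tests, for which 5 against 5 gives a smallest p of 0.00794.

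The script was tested on simulated data. With 200 genes changed by known folds, of which 194 passed the filter, edgeR recovered 94.3% and 1.61% of its calls were false. DESeq2 1.42.0 recovered 96.9% and 16.4% of its calls were false. Calls in these simulations were genes with an adjusted p under 0.05, without the condition on fold change. False shares with that condition were not computed. A planted list was found by each of the 3 list tests, and 0 of 20 lists without change were called. Genes were drawn independently there, so these lists could not show false calls that arise from correlation between genes.

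The groups, tests, gene lists, named genes and most alternatives were set before the data were examined. The alternatives were DESeq2 with and without shrunken fold changes, limma-voom, DESeq2's size factors, upper-quartile scaling, no filter, at least 10 counts in every library, non-robust dispersions, a replicate block, glmTreat, and leaving out each library in turn. A hair shaft and a skeletal muscle score as covariates, and counts thinned at random to the depth of the smallest library, were added after the data were seen. Genes named are those the paper names for this experiment, genes it names for its other experiments, the 5 largest increases and 5 largest decreases among called genes whose groups did not overlap and whose mean normalized count was at least 50, up to 3 members of each list with the most counts, markers of sex, and the 3 genes with the most counts over all libraries. Those were *Rn45s* (1.02% of all counts), *Tchh* (0.971%) and *Krt71* (0.807%). The genome annotation was GENCODE on GRCm38. The other experiments of the paper were not analysed here.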

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

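The tests of sex, of shared reads, of thinned counts, of pairs of marker scores and of scores adjusted for muscle, hair or fat, with the 95% interval that decides the last, were chosen only after the results were seen. Among 146 groups of 5 libraries examined for a library far from the rest, 12 were found, where chance gives about 7.3.

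The paper does not report the sex of the mice. The 4 libraries with Y-linked counts, the lowest of them at 3349, are all *Zfp36* ΔARE, and *Zfp36* ΔARE replicate 1 stands apart within its group for *Xist* (21047 normalized counts against 5.27 to 16.5, a gap of 0.999 of the group's range), *Ddx3y* (0.785) and *Kdm5d* (0.855). If a difference in sex were behind the 1292 called genes, this mouse could be expected to lie with WT. Of the 1153 genes called without it, 1121 were also tested in the fit of all 10 libraries, and at these it went the same way as the other *Zfp36* ΔARE libraries in 98.5% and lay beyond all WT libraries in 90.8%. A simulated unchanged library in its place went the same way in 49.1% (median of 20 draws). Its genes were drawn independently around the WT means, so a share near this value was built in. The draws leave out the variation that genes share between real WT libraries, so 49.1% may be too low a baseline. With the WT libraries used for choosing the genes kept apart from those used for the comparison, the share for this mouse was between 94.6% and 98% over 10 ways of dividing them. Splitting the 10 libraries by Y-linked counts, 4 against 6, called 28 genes, 5 of them on chromosomes X and Y. These values argue against sex as the whole difference, but they rest on 1 mouse, which excludes nothing, so sex and genotype cannot be told apart for the called genes, and interactions between them were not testable.

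*Cyp2g1* and *Akr1c14* are among the largest decreases, and *Zfp36* ΔARE replicate 1 is far from the other *Zfp36* ΔARE libraries in both. For *Cyp2g1* it had 2493 normalized counts against 48.8 to 84.6 (gap 0.985 of the range), and for *Akr1c14* 212 against 51.4 to 77.4 (0.838). Both genes were also called in the split by Y-linked counts. A candidate explanation is a difference in sex on top of a difference in genotype, but with 1 mouse these cannot be told apart. *Cyp2g1* lies on chromosome 7 from 26808892 to 26821205, the chromosome of the altered *Zfp36* (28376784 to 28380253), and *Akr1c14* lies on chromosome 13. Whether closeness to the altered gene plays a part for *Cyp2g1* was not tested.

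*Krtap19-2* (27625 normalized counts in *Zfp36* ΔARE replicate 3 against 6265 to 12449 in the others, gap 0.71 of the range) and *Krtap19-4* (20970 against 4150 to 7976, 0.773) belong to one family. Reads moving between members could set single members apart, but the summed count of the 6 family members was set apart in the same library too (gap 0.801), which argues against shared reads as the whole cause. Hair content of that biopsy stays open.

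Genes with few counts were also found: *Cxcl5* in WT replicate 1 (25.8 normalized counts against 12.1 to 15.5, gap 0.75) and in *Zfp36* ΔARE replicate 4 (9.35 against 3.62 to 5.27, gap 0.711), and *Tlr6* in *Zfp36* ΔARE replicate 5 (30.3 against 15.4 to 18.7, gap 0.776). In WT replicate 3, *Tlr11* (135 against 49.5 to 63.5, gap 0.837) and *Tlr3* (422 against 323 to 346, gap 0.765) were highest. No explanation was tested for these 5. Chance gives about 7.3 over all 146 groups, not over the ones left here, so whether these 5 are chance cannot be told.

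Lists that the paper does not discuss differed between the groups by camera at the preset correlation. Of these, proliferation markers did not pass with fry (adjusted p = 0.090), and their scores overlapped (exact permutation p = 0.079). In median log2 fold change, mast cell markers were at -1.69, skeletal muscle -1.49, adipocyte -1.07, endothelial -0.91, fibroblast -0.78, dendritic cell -0.71 and sebaceous markers -0.41, while hair shaft markers were at 1.85, inner root sheath markers at 1.25 and proliferation markers at 0.30. Sebaceous markers did not pass without WT replicate 2 (-0.23, camera adjusted p = 0.057). A difference in library size is argued against, since the macrophage list stayed at -1.31 (camera adjusted p = 5.91e-13) with each library thinned to the depth of the smallest. This test took the place of one set before the data were examined, the median over all genes, which scaling holds near 0. The fall of muscle (-1.485) and fat markers had been set beforehand as the sign of different amounts of these tissues in the biopsies, and it was there. With the skeletal muscle score as a covariate, the difference in macrophage score was -1.187 (95% interval -2.03 to -0.347) against -1.192 without it, while that of keratins went from 1.216 to -0.1008. With the hair shaft score it was -0.83 (-1.44 to -0.223). These values argue against muscle or hair content, as measured by these scores, as the whole cause of the fall in macrophage markers. With the adipocyte score it was -0.9211 (-1.98 to 0.139), an interval that includes 0, so fat content and genotype cannot be told apart here. The reading for fat depends on this interval, since the difference (standard error 0.448) is just over 2 standard errors from 0. An equal loss of these 6 cell types, macrophages, mast cells, fibroblasts, endothelial cells, adipocytes and muscle, could not be excluded. Of the 15 pairs of their scores, 0 moved apart at both pseudocounts (3 at an unadjusted p under 0.05, smallest adjusted p 0.119, the smallest a single pair could reach). The differences of the macrophage score were -0.457 against fibroblasts (adjusted p = 0.198 over the 15), -0.368 against endothelial cells (0.337) and 0.176 against muscle (0.757). It did move against the T cell score (-1.13, exact permutation p = 0.0079, adjusted p = 0.019 over 7 such differences), but T cells also reside in the epidermis, so an equal loss outside it and a loss of macrophages in particular cannot be told apart. A loss of immune cells under higher TTP, as the paper proposes, stays open beside a smaller share of these tissues in the biopsies, fat content, sex and parts played by muscle and hair.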

How the results depend on the processing

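The alternatives were set before the data were examined, except the 2 covariates and the thinned counts, chosen after seeing the data. The 1292 called genes became between 1064 and 1425 under DESeq2 (1425 unshrunken, 1239 shrunken), limma-voom (1262), DESeq2's size factors (1289), upper-quartile scaling (1363), no filter (1377), at least 10 counts in every library (1064) and non-robust dispersions (1298). Of the 1292, DESeq2 shared all 1292 without and 1026 with shrinkage, limma-voom 1121, DESeq2's size factors 1288, upper-quartile scaling 1273, no filter 1209, the filter of 10 counts 1033 and non-robust dispersions 1292. In each of these settings more genes were lower than higher in *Zfp36* ΔARE skin, and *Zfp36* stayed higher (log2 fold change 1.30 to 1.34).

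Testing against a fold change of 2 with glmTreat called 0 genes in total, 0 higher and 0 lower (577 at an unadjusted p under 0.05, smallest adjusted p 0.0708), so the calls rest on a fitted fold change over 2 and not on evidence that it exceeds 2. On simulated data the same test recovered 71.6% of changed genes, but each simulated change was larger than the median change of the called genes. Those medians were log2 fold changes of 1.375 for the higher and -1.283 for the lower genes. The simulation therefore does not give the power of this test for changes of that size. With camera at an estimated correlation, 0 of 27 lists passed: adjusted p was 0.36 for the genes of Figure 1E (median -1.50), the Toll-like receptors (-1.07), macrophage markers (-1.30) and melanin synthesis (1.34), 0.37 for chemokine ligands (-0.69) and keratin-associated proteins (2.17) and 0.38 for keratins (1.25). With fry, 21 lists passed.

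*Zfp36l2* passed an adjusted p of 0.05 with DESeq2 (-0.23 unshrunken, adjusted p = 0.034; -0.22 shrunken, adjusted p = 0.043), upper-quartile scaling (-0.27, adjusted p = 0.031), the filter of 10 counts (-0.24, adjusted p = 0.044) and counts thinned to equal depth (-0.24, adjusted p = 0.0476), where 1231 genes were called, 1166 of them among the 1292. *Zfp36l1* changed sign under upper-quartile scaling (-0.0089), without WT replicate 3 (-0.0022) and without *Zfp36* ΔARE replicate 3 (-0.0049), always within error. Upper-quartile scaling moved the median log2 fold change of all tested genes from 0.00758 to -0.0271, by about as much as it moved *Zfp36l1* and *Zfp36l2*, so its values for these 2 genes are no evidence of a change particular to them. Why leaving out these libraries changed the sign was not tested.

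Replicate numbers did not pair the libraries (correlations of deviations between -0.18 and 0.085). With the replicate block, 983 genes were called, 144 higher and 839 lower, and 2740 passed at any fold change. With that block the known TTP targets relative to macrophage markers (0.66) had p = 0.0625, the smallest 5 pairs allow, and with a pseudocount of 0.1 the difference was 0.35 (exact permutation p = 0.12). Lists that reversed were neutrophil markers with no filter (-0.30) and with the block (-0.15), T cell markers with the block (0.026) and interferon response with the block (-0.0068), none past the threshold.

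Across the 10 fits that each left out one library, called genes ranged from 839 (without WT replicate 3) to 1521 (without WT replicate 4), 133 to 320 higher (133 without *Zfp36* ΔARE replicate 3, 146 without WT replicate 1, 155 without *Zfp36* ΔARE replicate 2) and 612 to 1201 lower, and 3334 to 5349 passed at any fold change. *Zfp36* ranged from 1.28 to 1.41, *Zfp36l1* from -0.0049 to 0.053 and *Zfp36l2* from -0.28 to -0.19 (adjusted p 0.034 to 0.12). Neutrophil markers ranged from -0.33 to 0.48, T cell markers from -0.15 to 0.18 and interferon response from -0.21 to 0.29. They reversed without *Zfp36* ΔARE replicate 4 (-0.33) or 5 (-0.16) for neutrophils, without WT replicate 3 (0.18) or *Zfp36* ΔARE replicate 3 (0.069) for T cells, and without *Zfp36* ΔARE replicate 2 (-0.21) for interferon response. Between 17 and 19 genes of Figure 1E and 19 to 22 lists passed.

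With the hair shaft score as a covariate, 8 genes were called (1 higher, 7 lower), 17 passed at any fold change, and 0 genes of Figure 1E were called. *Zfp36l1* was at -0.086. Keratin-associated proteins (-0.32, camera adjusted p = 0.00069, fry adjusted p = 0.23) and T cell markers (0.42, 0.0023 and 0.096) reversed past the threshold of camera but not of fry. Keratins (-0.24, camera adjusted p = 0.062), neutrophil (-0.15, 0.48), hair shaft (-0.077, 0.78) and inner root sheath markers (-0.24, 0.40) reversed without passing it. The macrophage list stayed lower (-0.85, camera adjusted p = 8.1e-15, fry adjusted p = 0.0498), and so did the genes of Figure 1E (-1.10, fry adjusted p = 0.044). With the skeletal muscle score, 2 genes were called (0 higher, 2 lower), 2 passed at any fold change, 0 genes of Figure 1E were called, *Zfp36* was at 1.11 (adjusted p = 0.064), *Zfp36l1* at -0.042, keratins at 0.24 and keratin-associated proteins at 0.99. Neutrophil markers reversed past the threshold of camera (-1.32, adjusted p = 0.0099) but not of fry (0.21), and T cell (0.31, camera adjusted p = 0.18) and skeletal muscle markers (0.025, 0.68) reversed without passing it. The macrophage list (-1.31, camera adjusted p = 3.32e-15), the genes of Figure 1E (-1.32, 2.48e-17) and the Toll-like receptors (-1.06, 6.96e-10) stayed lower, each with a fry adjusted p of 0.054 and a camera adjusted p of 0.32 at an estimated correlation. What each of the 2 covariates costs by itself is given under the other observations. Among lists and genes not named here, 17 results were weaker and 2 stronger under the alternatives set before, 6 weaker and 2 stronger when a library was left out, and 43 weaker and 3 stronger with a covariate.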

Differences from the paper's values

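The counts of differentially expressed genes and the fold change of *Zfp36* were within 1.5 times the paper's values. The adjusted p of *Zfp36*, which the legend of Figure 1 gives from DESeq2, was 0.0019 with edgeR's quasi-likelihood test, 1.15e-22 with DESeq2 without shrinkage on the filtered genes and 3.13e-22 with DESeq2 and shrunken fold changes on all genes with at least 1 count. Of these the last, an alternative set before the data were examined, is nearest the legend's. The axis of Figure 1C is labelled FPKM. Read by eye, *Zfp36* is at about 1200 in WT and about 3000 in *Zfp36* ΔARE skin, *Zfp36l1* at about 1400 in both, and *Zfp36l2* at about 860 and about 740. These match normalized counts per kb of gene length, which were 1219 and 3075, 1434 and 1458, and 883 and 751.

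Figure 1C marks *Zfp36l2* as different between the groups. Its adjusted p here was 0.056, and it was 0.034 and 0.043 with DESeq2 without and with shrinkage, 0.031 with upper-quartile scaling, which lowered the median log2 fold change over all tested genes from 0.00758 to -0.0271, and 0.044 with at least 10 counts in every library.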

Other observations

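The tests of the hair and muscle scores as covariates, of labels and of the TTP targets were written only after the results were seen.

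Of 100 splits of the 10 libraries into 5 and 5, drawn from 126 and with the real one included, 1 gave as many called genes as the real split. The largest count in the other 99 was 0. For *Zfp36*, the lowest *Zfp36* ΔARE library was 1.68 times the highest WT library, so no genotype label was contradicted.

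Hair shaft markers rose more than epidermal differentiation markers, a difference of 2.76 between the scores (exact permutation p = 0.0079, adjusted p = 0.019 over 7 differences), as the higher keratins and melanin genes of Figure 1D would need if the biopsies differed in hair growth stage or follicle content. This was predicted before the data were examined. With the hair shaft score in the fit, keratins were no longer higher (-0.24, camera adjusted p = 0.062). Hair shaft markers include keratins, and within groups the keratin score followed the hair shaft score closely (slope 0.538, standard error 0.032). That adjustment therefore removes much of the keratin difference by construction and is no separate evidence. Melanin synthesis genes stayed higher by camera (0.71, adjusted p = 5.8e-06) but not by fry (adjusted p = 0.22). From the difference between the scores, hair growth stage or follicle content may apply to part of that figure. Whether it could also apply to the called genes as a whole was asked by adding the hair shaft score to the fit, after which 8 genes were called. The same scores permuted within each genotype, which carry no more than the group difference, gave a median of 470.5 called genes and between 0 and 2240, and 21 of 50 permutations gave 8 or fewer. So the loss cannot be told apart from the cost of the covariate, whose correlation with genotype was 0.696. A first control, counts simulated from the genotype fit, had given a median of 1036 called genes with the covariate and pointed the other way. It was replaced after this result was seen, because its prior degrees of freedom, 5.45 against 2.69 in the real fit, may overstate what the test can detect. Whether they do was not tested. Without the covariate the simulated counts gave a median of 1401.5 called genes, against 1292 in the real fit. The skeletal muscle score (correlation with genotype -0.756) left 2 called genes, and permuted within each genotype it gave a median of 2, between 0 and 2842, with 2 or fewer in 26 of 50 permutations, so its loss of calls cannot be told apart from its cost either.

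Known TTP targets named in the paper fell less than macrophage markers. The targets had a median log2 fold change of -0.69 over 9 tested genes (camera adjusted p = 0.015, fry adjusted p = 0.0197). It ran from -1.17 to -0.50 with each library left out in turn. With at least 10 counts in every library it did not pass (-0.30, camera adjusted p = 0.12). The target score minus the macrophage score was higher in *Zfp36* ΔARE skin by 0.66 (0.659, exact permutation p = 0.0079), and by 0.35 with a pseudocount of 0.1 (p = 0.12), so the size of this gap depends on the pseudocount. Decay of these targets beyond the loss of macrophages is therefore not visible at the level of this list in whole skin, but targets made by other cells may mask it, and the 2 cannot be told apart. The 60 genes of Figure 6A, of which 55 were tested, had a median log2 fold change of -0.17 (adjusted p = 0.089 with camera, 0.048 with fry and 0.52 with camera at an estimated correlation; score permutation p = 0.087), and the genes of Figure 5A one of -0.34 (0.12, 0.0197 and 0.45; score permutation p = 0.024), so whether these lists are lower depends on the test. *Areg* was at 225 ± 83.4 normalized counts in WT and 325 ± 66.7 in *Zfp36* ΔARE skin (log2 fold change 0.52, adjusted p = 0.14 from edgeR).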
